# Microenvironmental IL-6 inhibits anti-cancer immune responses generated by cytotoxic chemotherapy

**DOI:** 10.1038/s41467-021-26407-4

**Published:** 2021-10-28

**Authors:** Eric H. Bent, Luis R. Millán-Barea, Iris Zhuang, Daniel R. Goulet, Julia Fröse, Michael T. Hemann

**Keywords:** Cancer microenvironment, Cancer therapy, Tumour immunology, Cytokines

## Abstract

Cytotoxic chemotherapeutics primarily function through DNA damage-induced tumor cell apoptosis, although the inflammation provoked by these agents can stimulate anti-cancer immune responses. The mechanisms that control these distinct effects and limit immunogenic responses to DNA-damage mediated cell death in vivo are currently unclear. Using a mouse model of BCR-ABL^+^ B-cell acute lymphoblastic leukemia, we show that chemotherapy-induced anti-cancer immunity is suppressed by the tumor microenvironment through production of the cytokine IL-6. The chemotherapeutic doxorubicin is curative in IL-6-deficient mice through the induction of CD8^+^ T-cell-mediated anti-cancer responses, while moderately extending lifespan in wild type tumor-bearing mice. We also show that IL-6 suppresses the effectiveness of immune-checkpoint inhibition with anti-PD-L1 blockade. Our results suggest that IL-6 is a key regulator of anti-cancer immune responses induced by genotoxic stress and that its inhibition can switch cancer cell clearance from primarily apoptotic to immunogenic, promoting and maintaining durable anti-tumor immune responses.

## Abstract (web summary)

Cytotoxic chemotherapy rarely generates durable anti-tumor immune responses. Here the authors show that tumor microenvironment-derived IL-6 promotes resistance to doxorubicin by suppressing CD8 T cell anti-tumor immune responses in a preclinical model of B-cell acute lymphoblastic leukemia.

## Introduction

Most conventional chemotherapeutics exert their cytotoxic mechanism of action by interfering with diverse proteins that affect DNA synthesis and replication. These cellular disruptions lead to the induction of genotoxic stress which results in DNA damage and ultimately in cell death^1^. Most cancers are initially treated with conventional chemotherapeutics, but complete tumor eradication is difficult to achieve with either targeted or cytotoxic agents. Persistent disease, frequently termed minimal residual disease, fuels eventual tumor relapse and treatment failure in many patients, underscoring a need to find ways to enhance the long-term efficacy of our front-line arsenal of cancer therapeutics.

Some of the most widely used chemotherapeutics, such as doxorubicin, have been suggested to induce anti-tumor immunity through the stimulation of immunogenic cell death (ICD)^2^. The generation of anti-cancer immunity is a promising approach to target residual disease in cancer, and can result in durable tumor responses^3,4^. Lasting anti-cancer immune responses require both antigen recognition and adjuvant signals, such as those that result from cell stress or death^5,6^. Immune-stimulating chemotherapies incite the release of pro-inflammatory signals, including damage-associated molecular patterns (DAMPs), that indicate danger and act as immunologic adjuvants, provoking anti-tumor immunity. However, even in settings where tumor antigens are present, cytotoxic chemotherapy rarely generates durable anti-cancer immune responses. This suggests that any immune stimulus from genotoxic therapy is insufficient or ultimately suppressed. The mechanisms by which this occurs are not well understood.

BCR-ABL^+^ B-cell acute lymphoblastic leukemia (B-ALL) is a treatment-refractory subtype of B-ALL with a ~50% 3-year overall survival following the use of cytotoxic chemotherapeutics in combination with targeted BCR-ABL kinase inhibitors^7,8^. Most chemotherapy regimens for ALL include the anthracycline doxorubicin, which can promote ICD and has the potential to induce anti-tumor immunity^2,7,8^. However, patients with BCR-ABL^+^ B-ALL rarely experience immune-mediated cures after doxorubicin therapy. Immune evasion is a hallmark of cancer development^9,10^, and occurs through tumor-intrinsic changes and alterations in the diverse immune and non-immune cell types that make up the tumor microenvironment (TME)^11–15^. Which of these are essential for repressing immune responses to cytotoxic chemotherapy is of significant interest, and has both preclinical and clinical relevance.

Chemotherapy has the potential to overcome some of the barriers against an effective anti-tumor immune response by stimulating the production of cytokines, chemokines, and other damage signals that recruit immune cells into the TME and prime innate and adaptive immune responses. However, immunogenic chemotherapy only disables some immune-evasive mechanisms. A promising therapeutic strategy is combining chemotherapy with blockade of immune-checkpoint proteins and immunosuppressive cytokines and metabolites, such as IL-10, IDO, and other chemokines that influence the activity of immune cells present in the microenvironment^16^. Simultaneously targeting multiple TME evasive mechanisms may potentially improve the treatment of cancer.

IL-6 is a pleiotropic cytokine frequently found in diverse TMEs. IL-6 is involved in the regulation of tissue repair, the acute-phase response^17^, and is indispensable for the initiation of both innate and adaptive immune responses in many contexts^18,19^. IL-6 has been implicated in tumor development and resistance to therapy in diverse cancer types, including through its effects on the immune system^20–27^. In addition to its well-established pro-inflammatory effects, IL-6 has also been suggested to have pro-resolving and anti-inflammatory properties, and chronic IL-6 activity can stimulate immune-suppressive signals and impair the generation of a robust immune response^18,19,28,29^. Consequently, the ultimate impact of IL-6 on the generation of anti-tumor immune responses in vivo remains unclear.

Our previous studies have identified that TME-derived IL-6 is acutely induced following chemotherapy treatment, activating cancer cell anti-apoptotic signaling and shielding lymphoma cells from cell death^20,21^. Here, we find that production of IL-6 by the TME regulates chemotherapy efficacy in ALL by inhibiting anti-leukemia immunity. Using a syngeneic mouse model of ALL, we show that the wild-type tumor microenvironment is immunosuppressive. The immunogenic-chemotherapeutic doxorubicin extends survival through the direct induction of tumor cell death in wild-type mice, similar to its impact in patients with B-ALL^7,8^, but fails to promote durable anti-cancer immunity. Interestingly, we find that IL-6 knock-out (KO) mice treated with doxorubicin completely clear leukemic cells, with the majority of these mice undergoing T-cell-dependent anti-leukemia immune responses and developing lasting immunologic memory. Thus, the presence or absence of IL-6 dictates doxorubicin efficacy by shifting its mechanism of anti-cancer clearance, which becomes primarily immunogenic in the absence of IL-6. Our results suggest that the inhibition of IL-6 may be a broadly effective therapeutic strategy to promote durable responses to standard of care genotoxic drug regimens.

## Results

### Wild-type B-ALL-bearing mice are resistant to doxorubicin treatment

To explore the mediators of immune suppression and resistance to immunogenic chemotherapy, we used a transplantable syngeneic mouse model of BCR-ABL^+^ B-ALL^30^. Transplanted leukemia cells are found primarily in the bone marrow (BM), blood, and spleen, recapitulating the relevant tissue microenvironments in the human disease^31,32^. To investigate the response of this leukemia to immunogenic chemotherapy, wild-type (WT) leukemia-bearing recipients were treated with doxorubicin (DOX) and monitored for survival. Overall survival was extended in tumor-bearing mice treated with doxorubicin, but all mice ultimately relapsed with chemoresistant disease (Fig. 1a)—a phenotype that parallels treatment failure in the clinical setting^31,32^. To further investigate the immunogenicity of this model in its native tumor microenvironment, we transplanted B-ALL tumor cells into Rag-2 KO recipient mice, which lack functional T and B cells. We found that lack of T and B cells did not significantly affect survival (Fig. 1b). CD8^+^ T-cell depletion in WT mice failed to yield a statistically significant impairment in doxorubicin response but did show a small numerical difference in survival (Supplementary Fig. 1a, b). Taken together, these data suggest that the improved survival following treatment is primarily a direct cytotoxic effect of chemotherapy and is largely independent of sustained anti-leukemia immune responses.

**Fig. 1:**
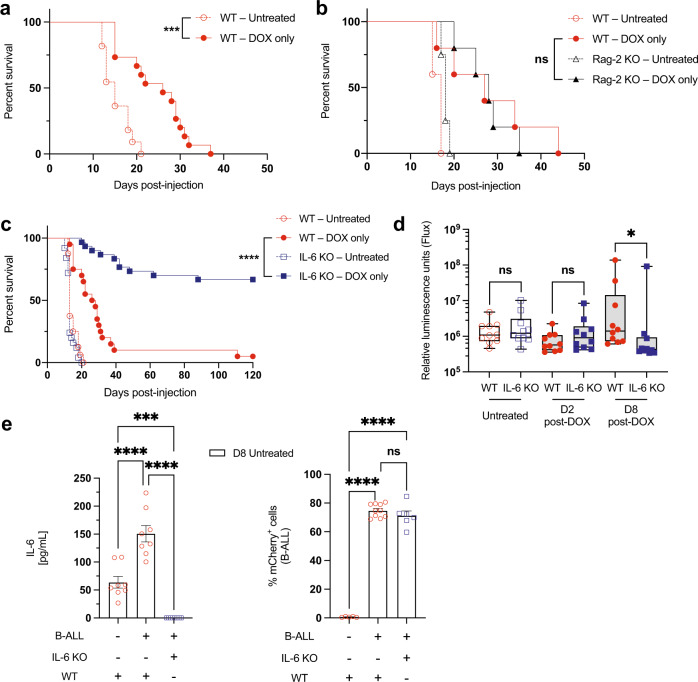
Doxorubicin extends survival of WT leukemic mice but elicits long-term disease elimination in the absence of IL-6. **a** A Kaplan–Meier survival curve showing leukemic WT mice, either treated with doxorubicin (DOX) or untreated. *n* = 11 for WT-untreated, *n* = 15 for WT-treated. ***p = 0.0001. **b** A Kaplan–Meier survival curve showing leukemic WT or immunodeficient Rag-2 KO mice, either treated with doxorubicin or untreated. *n* = 5 per cohort, except *n* = 4 for Rag-2 KO-untreated. **c** A Kaplan–Meier survival curve showing leukemic WT or IL-6 KO mice, either treated with doxorubicin or untreated. *n* = 16 for WT-untreated, *n* = 20 for WT-treated, *n* = 25 for IL-6 KO-untreated, *n* = 30 for IL-6 KO-treated. Data from 4 independent experiments are shown. ****p < 0.0001. **d** A graph showing leukemia burden in vivo monitored by bioluminescence imaging. Leukemia burden in WT and IL-6 KO mice at various times before and after treatment. *n* = 10 per cohort. *p = 0.0115 by two-tailed Mann–Whitney test. **e** Left: a graph showing the concentration of IL-6 present in the bone marrow of tumor-free or B-ALL-bearing mice. *n* = 8 per cohort. Right: a graph showing mCherry^+^ B-ALL percentages in the bone marrow of tumor-free or B-ALL bearing mice, quantified by flow cytometry. *n* = 10 for WT-ALL-untreated, *n* = 5 for WT-PBS-untreated, *n* = 6 for IL-6 KO-ALL-untreated. Data are represented as mean ± SEM. Shown are individual biological replicates. ***p = 0.0008, ****p < 0.0001 by Ordinary one-way ANOVA test. Log-rank (Mantel-Cox) tests were used to compare Kaplan–Meier survival curves. Boxplots show the median as the center lines, upper and lower quartiles as box limits, and whiskers represent maximum and minimum values. D2 = Day 2, D8 = Day 8. Source data are provided as a ‘Source data’ file.

### IL-6 promotes resistance to cytotoxic therapy

We have previously shown that TME-derived IL-6 modulates resistance to genotoxic chemotherapy in a mouse model of Burkitt’s lymphoma^20,21^. To understand the effect that loss of IL-6 in the tumor microenvironment has on leukemia response to chemotherapy in B-ALL, we transplanted leukemia cells into syngeneic IL-6 KO mice^17^ and treated these mice with doxorubicin. Surprisingly, we found that doxorubicin-treated mice lacking IL-6 in the tumor microenvironment live significantly longer than WT-treated mice, with a majority of mice appearing to be cured of their disease (Fig. 1c). In the absence of treatment and shortly after treatment, we see no difference in leukemia tumor burden between WT or IL-6 KO mice. However, leukemic cell burden is significantly reduced in doxorubicin-treated IL-6 KO mice by 8 days after treatment (Fig. 1d, and Supplementary Fig. 2a). Chemotherapy induction regimens against human B-ALL include corticosteroids, which have anti-inflammatory properties that could interfere with anti-tumor immune responses. Therefore, we administered doxorubicin and dexamethasone to tumor-bearing IL-6 deficient mice but failed to see any significant negative effect on anti-tumor immunity (Supplementary Fig. 1c). To determine how IL-6 is regulated by the presence of leukemic cells and whether leukemic cells or other microenvironmental cells are the primary source of IL-6 production, we transplanted B-ALL cells into WT and IL-6 KO hosts and harvested bone marrow samples to quantify the levels of IL-6 by ELISA. While B-ALL cells do not produce IL-6 themselves, they cause an upregulation in IL-6 production by the tumor microenvironment, regardless of comparable tumor burdens in both WT & IL-6 KO mice (Fig. 1e).

Anthracyclines like doxorubicin are reported to induce cancer cell death programs that are immunogenic and prompt anti-tumorigenic host responses. To further characterize the dependence of our phenotype on ICD, we explored how doxorubicin regulates immunogenic DAMPs associated with ICD^2,5,33,34^. Analysis of CRT signal on the surface of treated leukemia cells shows that doxorubicin, but not imatinib, a BCR-ABL inhibitor which is not known to induce ICD, induces CRT surface exposure (Supplementary Fig. 2b, d). Unexpectedly, other classic hallmarks of ICD are not significantly induced after doxorubicin treatment in this model (Supplementary Fig. 2c).

### IL-6 does not signal directly to leukemia cells to affect survival

We next sought to understand whether IL-6 could directly promote therapeutic resistance in B-ALL cells. IL-6 signals through a receptor complex composed of the membrane-embedded signal transducer gp130 and either transmembrane or soluble forms of the IL-6 receptor^24,28^. Cells do not have to express the IL-6 receptor (IL-6R) to engage in IL-6-mediated signaling but can activate signaling from binding of soluble IL-6R (sIL-6R)-IL-6 complexes to gp130. The IL-6R was not detected on leukemia cells either in vitro (Fig. 2a) or in vivo (Fig. 2b), but is expressed on many stromal cells in the BM microenvironment (Fig. 2b). To test whether IL-6 can directly mediate resistance to doxorubicin, we cultured leukemia cells in the presence of IL-6, sIL-6R, or both IL-6 and sIL-6R to simulate signaling through sIL-6R-IL-6 complexes. Surprisingly, none of these conditions altered the sensitivity of leukemic cells to doxorubicin (Fig. 2c), suggesting that IL-6 does not directly promote resistance to doxorubicin in this system.

**Fig. 2:**
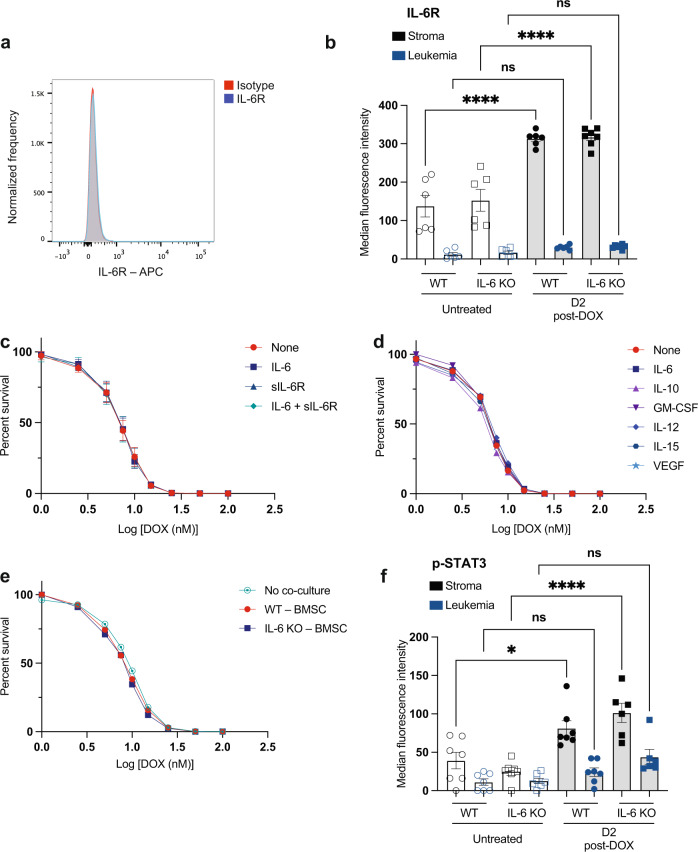
IL-6 does not promote intrinsic B-ALL chemoresistance. **a** A flow cytometry plot showing IL-6R expression on the surface of leukemic cells in vitro. Histograms for IL-6R and isotype control-stained cells are overlaid. **b** A graph showing IL-6R expression in the bone marrow of leukemia-bearing mice pre- and post-doxorubicin (DOX) treatment. Data were quantified by flow cytometry. mCherry^+^ leukemia cells were used to distinguish stromal and leukemia cells. Median APC intensity from IL-6R stained cells minus isotype control-stained cells was calculated. Data from 2 independent experiments are shown, and represented as mean ± SEM. *n* = 6 per cohort, except *n* = 7 for both IL-6 KO-D2 post-doxorubicin stroma and IL-6 KO-D2 post-doxorubicin leukemia samples. ****p < 0.0001 by Ordinary one-way ANOVA test. **c** A dose–response curve showing leukemic cell viability in response to doxorubicin treatment in the presence or absence of IL-6 and/or sIL-6R. Viable cells were counted by flow cytometry 48 h after the addition of doxorubicin. Data from 4 independent experiments are shown, and represented as mean ± SEM. **d** A dose–response curve showing leukemic cell viability in the presence or absence of cytokines previously observed to be regulated by IL-6. Cells were treated as in (**c**) with the indicated cytokines. **e** A dose–response curve showing leukemic cell viability of cells co-cultured with bone marrow stromal cells (BMSC) from WT or IL-6 KO mice in response to doxorubicin treatment as in (**c**). **f** A graph showing p-STAT3 levels in the bone marrow of leukemia-bearing WT and IL-6 KO mice. There were no significant statistical comparisons between corresponding WT and IL-6 KO samples. Data are shown as in (**b**), from 2 independent experiments, and represented as mean ± SEM. *n* = 7 per cohort, except *n* = 6 for both IL-6 KO-D2 post-doxorubicin stroma and IL-6 KO-D2 post-doxorubicin leukemia samples. *p = 0.011, ****p < 0.0001 by Ordinary one-way ANOVA test. D2 = Day 2. Source data are provided as a ‘Source data’ file.

We have previously shown that IL-6 regulates the production of a number of other cytokines and growth factors in the bone marrow^27^, leading to elevated levels of IL-10, IL-12, IL-15, and GM-CSF. To determine if these cytokines and growth factors can directly mediate resistance to doxorubicin, we cultured leukemia cells in the presence of these other cytokines. Interestingly, growth of leukemia cells in the presence of these cytokines or growth factors also had no impact on the cells’ sensitivity to doxorubicin in vitro (Fig. 2d). Co-culture of leukemia cells with bone marrow stromal cells from WT or IL-6 KO mice (Fig. 2e) also did not have an effect on the cells’ sensitivity to doxorubicin. These results suggest that the resistance conferred by IL-6 does not result from direct regulation of any soluble factor downstream of IL-6 signaling. We also do not observe significant levels of phosphorylated STAT3 (p-STAT3), a major signaling pathway downstream of the IL-6R, in leukemia cells in vivo before treatment (Fig. 2f) or significant differences in gene expression downstream of STAT3 in leukemic cells grown in WT and IL-6 KO mice (see below). 

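RNA-sequencing of mCherry+ B-ALL cells, sorted from the bone marrow of untreated mice 8 days after injection of 500000 cells, gave the expression of STAT3 target genes in leukemic cells of WT and IL-6 KO mice (4 libraries per genotype). The Hallmark sets were not used here, and a list of 62 genes known as targets of IL-6 and STAT3 was written from general knowledge instead. Of these, 53 had a mean normalized count over 10 in tumor, 38 of them higher and 15 lower in IL-6 KO mice. Pre-ranked enrichment (fgsea on limma's moderated t) gave a normalized enrichment score (NES) of 1.87 (adjusted p = 0.00259 over the 10 pathway lists), and the rotation test fry an adjusted p of 0.0467. The mean log2 value over the list was 8.24 ± 0.06 (SD, n = 4) in WT tumor and 8.63 ± 0.21 (SD, n = 4) in IL-6 KO tumor, with every IL-6 KO library above every WT library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Of the 35 splits of the 8 tumor libraries, 6 gave an NES as large, the real split included, and 15 gave the list an adjusted p under 0.05. At an adjusted p under 0.05, 9 of the 53 genes differed over all genes tested, and 9 when adjusted over the list alone. Lcn2 had a normalized count of 257 ± 49.2 (SD, n = 4) in WT and 1081 ± 371 (SD, n = 4) in IL-6 KO tumor, a log2 fold change of 2.01 (standard error 0.27, limma adjusted p = 0.00213). S100a9 was higher by a log2 fold change of 1.30 (standard error 0.26, limma adjusted p = 0.00921) and Lrg1 by 2.18 (standard error 0.41, limma adjusted p = 0.00732). Socs3 and Stat3 itself had log2 fold changes of 0.32 (standard error 0.17, limma adjusted p = 0.201) and 0.20 (standard error 0.17, limma adjusted p = 0.433), and without WT tumor library 1 that of Stat3 was 0.02, and without IL-6 KO tumor library 1 that of Socs3 was 0.21. Lcn2, S100a9 and 6 more of the list's 53 genes are also on the neutrophil or erythroid marker lists. Without these 8 genes the NES was 1.40 (adjusted p = 0.191), and of the alternatives with all libraries the removal of each library's trend with GC content moved it most, to 1.37 (adjusted p = 0.133). Without IL-6 KO tumor library 2 the NES was 1.46 and no longer below an adjusted p of 0.05.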

Interestingly, while stromal p-STAT3 levels increase in response to doxorubicin treatment, there are no differences in p-STAT3 levels between WT and IL-6 KO mice at the times tested (Fig. 2f), although some change in pathway gene expression is noted (see below). To further understand the molecular mechanisms that mediate treatment resistance by IL-6, we performed immunoblot analysis of various IL-6 effectors from B-ALL-bearing bone marrow lysates. Activation of S6 kinase (S6K), a target of PI3K/mTOR signaling, was not significantly changed by the absence of IL-6 nor exposure to doxorubicin treatment. Similarly, activation of ERK1/2, a target of Ras/MAPK signaling, remained unchanged regardless of treatment conditions (Supplementary Fig. 3a-d). In addition, we were not able to detect release of the sIL-6R in co-culture of leukemia cells with bone-marrow stromal cells from WT or IL-6 KO mice (Supplementary Fig. 3e). Thus, the therapeutic benefit we see in vivo appears to be independent of IL-6 activity directly on the cancer cells and most likely mediated by its impact on the stroma.

### Doxorubicin induces immune cell infiltration into the leukemic bone marrow

Immunogenic cell death-released immune-activating factors serve to recruit immune cells to sites of damage and activate downstream inflammatory signaling that can further recruit additional immune-cell subsets to the inflamed tissue, spurring anti-cancer immunity^2^. To understand the role that doxorubicin has on immune cell recruitment to major sites of leukemia burden like the bone marrow and spleen, we profiled immune cell composition in leukemia-bearing mice before and after doxorubicin treatment. Before treatment, T-cells make up a small portion of cells in the bone marrow (Fig. 3a, Supplementary Fig. 3f, and Supplementary Table 1) but are much more prevalent in the spleen (Supplementary Table 2). This suggests that the bone marrow, which is the primary site of residual leukemia after treatment, may be a T-cell exclusionary microenvironment^35^. Interestingly, doxorubicin treatment selectively promotes T-cell influx into the bone marrow, but not the spleen, with increased cytotoxic and helper T-cell subsets observed in both WT and IL-6 KO mice (Fig. 3b, c, and Supplementary Table 1). We find relatively low levels of CD3^+^–CD4^+^–CD25^+^ cells in the leukemic bone marrow (Fig. 3d), a subset that includes T-regulatory (T-Reg) cells. These cell populations were subtly changed after doxorubicin treatment, suggesting that the T-cell recruitment promoted by doxorubicin is cell-type specific and that doxorubicin may increase the CTL/T-reg ratio in the bone marrow, a ratio that is positively associated with survival in multiple cancer types^36,37^.

**Fig. 3:**
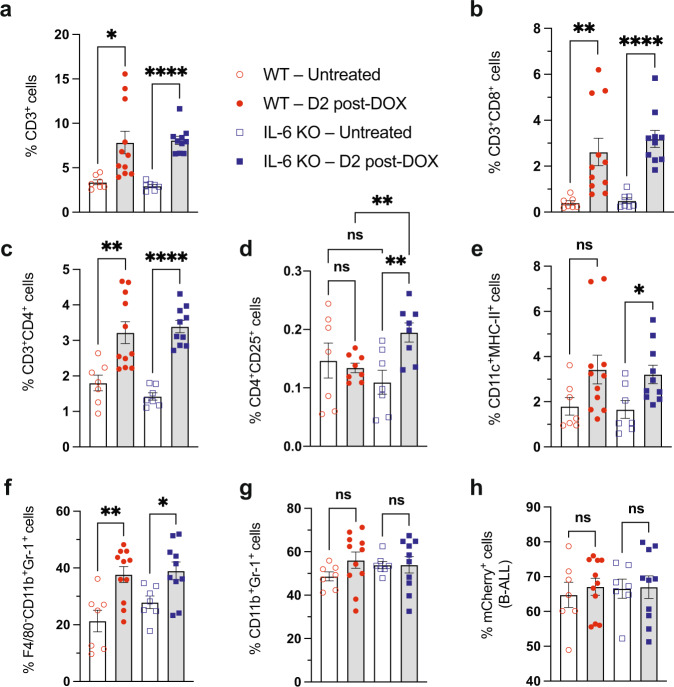
Doxorubicin induces immune cell recruitment to the TME. **a** A graph showing the percentages of T cells (CD3^+^) in the bone marrow of leukemia-bearing mice pre- and post-doxorubicin (DOX) treatment. *p = 0.0142, ****p < 0.0001. **b** Graph showing the percentages of cytotoxic T cells (CD3^+^–CD8^+^) as in (**a**). **p = 0.0099, ****p < 0.0001. **c** Graph showing the percentages of helper T cells (CD3^+^–CD4^+^) as in (**a**). **p = 0.0044, ****p < 0.0001. **d** Graph showing the percentages of a subset of T cells (CD3^+^–CD4^+^–CD25^+^) as in (**a**). *n* = 7 for WT-untreated, *n* = 8 for WT-D2 post-doxorubicin, *n* = 7 for IL-6 KO-untreated, *n* = 8 for IL-6 KO-D2 post-doxorubicin mice. Data from 3 independent experiments are shown. **p = 0.0059 between IL-6 KO samples, **p = 0.005 between treated WT and IL-6 KO samples. **e** Graph showing the percentages of dendritic cells (CD11c^+^–MHC-II^+^) as in (**a**). *p = 0.019. **f** Graph showing the percentages of neutrophils (F480^−^–CD11b^+^–Gr-1^+^) as in (**a**). *p = 0.0189, **p = 0.0029. **g** Graph showing the percentages of myeloid-derived suppressor cells/monocytes (CD11b^+^–Gr-1^+^) as in (**a**). **h** A graph showing mCherry^+^ B-ALL percentages in the bone marrow of leukemia-bearing mice pre- and post-doxorubicin treatment. All data were quantified by flow cytometry. Data are represented as a percent of DAPI-negative (live), mCherry-negative (non-leukemic) cells for immune populations. Data for all panels are represented as mean ± SEM. *n* = 7 for WT-untreated, *n* = 11 for WT-D2 post-doxorubicin, *n* = 7 for IL-6 KO-untreated, *n* = 10 for IL-6 KO-D2 post-doxorubicin mice, and data from 4 independent experiments are shown; applies for all panels unless otherwise noted. Analyzed by two-tailed Student *t*-test. There were no significant statistical comparisons between ‘untreated’ and ‘DOX treated’ samples of different genetic backgrounds, unless shown. D2 = Day 2. Source data are provided as a ‘Source data’ file.

In addition, doxorubicin promotes increased CD11c^+^–MHC-II^+^ dendritic cell (Fig. 3e) and F480^−^–CD11b^+^–Gr-1^+^ neutrophil infiltration in the bone marrow (Fig. 3f). There are no major changes in the overall percentages of CD11b^+^–Gr-1^+^ cells (Fig. 3g). This latter population includes multiple mature and immature myeloid cell subsets which make up a major portion of the cells in the bone marrow. At these early timepoints after doxorubicin treatment, there is no significant difference in leukemic cell burden in the BM of IL-6 KO and WT mice (Fig. 3h), suggesting that the DNA damage induced by this agent may not account for its entire anti-tumor activity. Collectively, these data indicate that the bone marrow is an exclusionary environment for leukemia-reactive T cells. Doxorubicin treatment leads to increased dendritic and T-cell infiltration, potentially contributing to leukemia recognition and clearance in the right environmental context.

### Leukemia clearance in IL-6 KO mice is dependent on T-cell-mediated anti-tumor immune responses

The inability of IL-6 to directly promote doxorubicin resistance stands in contrast with the increased efficacy of doxorubicin chemotherapy in IL-6 KO mice. This increased efficacy, and the T-cell influx we see after doxorubicin treatment, led us to investigate whether IL-6 might affect therapeutic response through modulation of the immune system. To study the role of T cells in the durable responses observed in IL-6 KO mice, we depleted T cells through the injection of anti-CD4 and CD8 antibodies. While T-cell-depleted IL-6 KO mice exhibit similar initial responses to doxorubicin 2 days after treatment, these mice fail to fully clear their leukemic burden, rapidly relapse, and do not exhibit the long-term survival typically seen after doxorubicin treatment of IL-6 KO mice (Fig. 4a, b). These results suggest that T-cell anti-tumor activities are essential for the profound responses to doxorubicin seen in IL-6 KO mice. Depletion of CD8^+^ or CD4^+^ cells alone recapitulated the effect seen with combined CD4- and CD8-depletion (Supplementary Fig. 1d, e), suggesting that long-term survival of doxorubicin-treated IL-6 KO mice is dependent on both CD8^+^ cytotoxic T-lymphocyte (CTL) and CD4^+^ helper activity. These data indicate that doxorubicin has the potential to promote an anti-tumor immune response, likely in part through the recruitment of T cells into the BM, but that this response is suppressed in WT mice through the production of IL-6. Next, to evaluate whether IL-6 KO mice develop lasting immunologic memory after doxorubicin treatment, we re-transplanted leukemia cells into previously cured IL-6 KO mice or naive controls (Fig. 4c) and monitored leukemia progression. Strikingly, previously cured mice were completely resistant to leukemia initiation upon tumor re-transplantation (Fig. 4d, e). These results suggest that IL-6 absence allows for the generation of lasting anti-cancer immunity that is mainly mediated by T-lymphocyte responses.

**Fig. 4:**
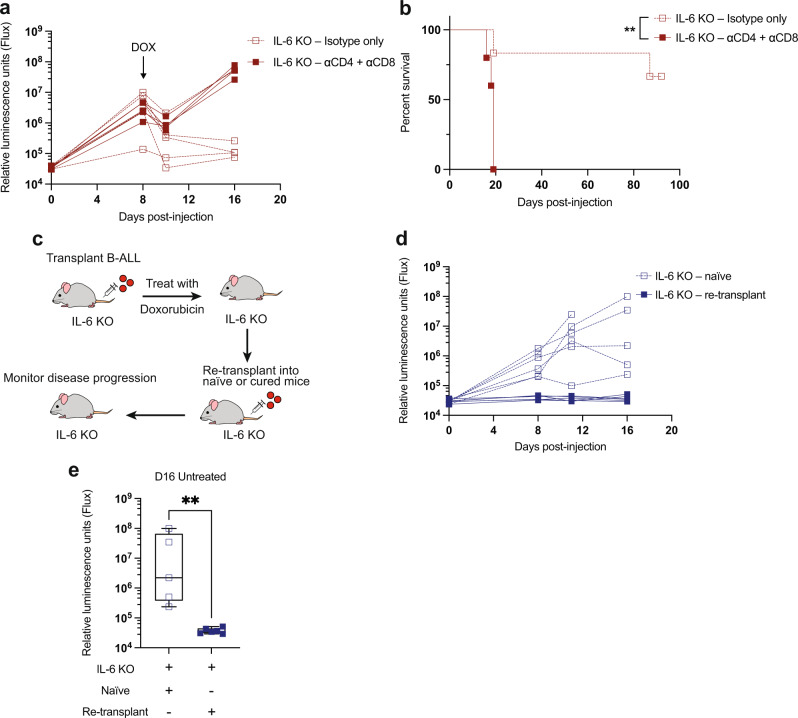
T-cell-dependent anti-tumor immunity develops after doxorubicin treatment of IL-6 KO leukemic mice. **a** A graph showing leukemia burden in vivo monitored by bioluminescence imaging. CD4 and CD8 cells were depleted with antibodies and response to doxorubicin (DOX) treatment was followed. *n* = 5 per cohort. **b** A Kaplan–Meier survival curve showing leukemic IL-6 KO mice treated as in (**a**). *n* = 6 for IL-6 KO-isotype, *n* = 5 for IL-6 KO-depleted. **p = 0.0059 by Log-rank (Mantel-Cox) test. **c** IL-6 KO mice previously cured (living > 80 days) by doxorubicin treatment were re-transplanted with leukemia cells and disease progression monitored by bioluminescence imaging in the absence of further treatment. **d** A graph showing leukemia burden in vivo in control and re-transplanted leukemia-bearing mice. *n* = 6 per cohort. **e** A graph showing leukemic IL-6 KO mice as in (**e**), D16 after disease transplant in the absence of treatment. At this time point, *n* = 5 for IL-6 KO-naive, *n* = 6 for IL-6 KO-re-transplant. **p = 0.0043 by two-tailed Mann–Whitney test. Boxplots show the median as the center lines, upper and lower quartiles as box limits, and whiskers represent maximum and minimum values. D8 = Day 8, D16 = Day 16. Source data are provided as a ‘Source data’ file.

### IL-6 absence impacts diverse immune-modulatory pathways

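B-ALL cells carrying mCherry were injected (500000 per mouse), and 8 days later the bone marrow of untreated WT and IL-6 KO mice was sorted into mCherry+ cells, called tumor here, and mCherry- cells, called stroma, with 4 libraries for each of the 4 combinations of genotype and compartment. The authors depleted ribosomal RNA, sequenced single-end reads, quantified transcripts with salmon against mm10 and normalized the estimated counts with DESeq2. They deposited normalized counts per gene and library, with 13344 genes for stroma and 15080 for tumor, and the results of their own comparison of the genotypes. The normalized counts are not whole reads, and the paper gives only an approximate depth for all samples, so the number of reads counted in each library and the precision it gives are unknown. Normalized counts summed to between 8805689 and 17470735 per library in WT stroma (median 12809594), 33973016 and 44191950 in IL-6 KO stroma (median 43232848), 38817792 and 44552085 in WT tumor (median 40951800), and 47267047 and 55592959 in IL-6 KO tumor (median 48488006). These sums are not sequencing depths, because the normalization sets the libraries of each table to a common level. In stroma much of the difference between the sums lay on 2 genes that were chosen after their values were seen, Rn7s1, a 7SL RNA of the signal recognition particle, and the ribosomal RNA CT010467.1. Rn7s1 held between 19.2% and 50.1% of the normalized counts in WT stroma, between 71.5% and 79% in IL-6 KO stroma 1, 2 and 3, and 10.9% in IL-6 KO stroma 4, in which CT010467.1 held 61.5%. The tables of stroma and tumor were normalized separately, so that genotypes were compared only within a table. Over the 9503 genes used to compare the scales, the median ratio to a gene's mean was between 0.330 and 0.346 in stroma libraries and between 3.13 and 3.20 in tumor libraries. Il6, the gene removed in the KO mice, was not analysed here, since neither table lists it, so it gives no check of the labels. Each comparison used limma on log2(normalized count + 1) over the genes with a mean normalized count over 10, which were 12202 in stroma and 14493 in tumor, with Benjamini-Hochberg adjustment. Fold changes are on the log2(normalized count + 1) scale, which understates the change of low genes.

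**Figure D1:**
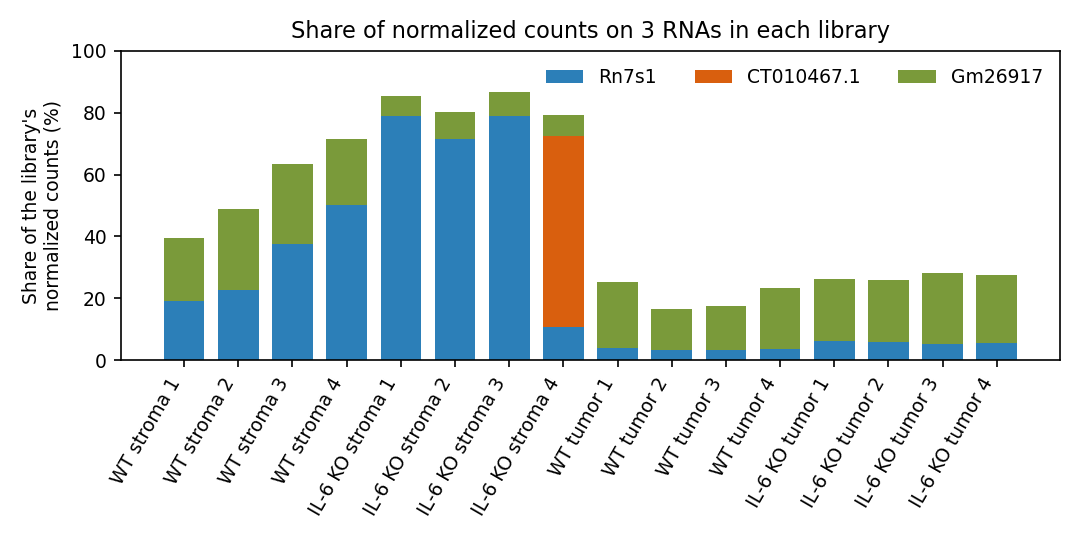
Share of each library's normalized counts (percent, vertical axis) on Rn7s1, CT010467.1 and Gm26917, with 1 stacked bar per library from WT and IL-6 KO stroma and tumor. Rn7s1 reached 79% in IL-6 KO stroma 3, and CT010467.1 held 61.5% in IL-6 KO stroma 4.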

To further investigate the differences between WT and IL-6 KO mice, B-ALL and stromal cells were sorted from the bone marrow and RNA-sequencing was performed (Supplementary Fig. 4a). DESeq2 was used to identify differentially expressed genes in the tumor and stroma of IL-6 KO mice relative to wild-type, and rank list genes by t-statistic. 

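In stroma, 1 of the 12202 genes tested differed between IL-6 KO and WT mice at an adjusted p under 0.05 (limma), and 1117 genes had an unadjusted p under 0.05. In tumor, 2870 of 14493 genes differed, 1542 of them higher and 1328 lower in IL-6 KO mice. The median residual SD per gene was 0.86 on the log2 scale in stroma and 0.21 in tumor. When changes of 4-fold were simulated in 200 genes at the spread of the real libraries, the test recovered 39 of them in stroma (19.5%) and 174 in tumor (87.0%). Of the alternatives with all libraries, limma's array weights raised the counts most, to 4 genes in stroma and 4153 in tumor. The removal of each library's trend with GC content and transcript length lowered the tumor count most, to 1780 genes. Leaving out 1 library at a time gave between 1 and 3 genes in stroma, and in tumor between 1569 genes without IL-6 KO tumor 4 and 3327 without IL-6 KO tumor 2. The authors' deposited DESeq2 results hold, by the authors' adjusted p under 0.05, 133 genes in stroma (71 higher and 62 lower) and 3949 in tumor (2091 higher and 1858 lower). All but 1 of the authors' stroma genes were tested here, and of these 118 had an unadjusted p under 0.05 and all moved in the same direction. In tumor 2844 genes were called in both. Across genes, which are not independent replicates, the Spearman correlation of the authors' Wald statistic with limma's moderated t was 0.943 in stroma and 0.994 in tumor. The stroma gene was Gm11336 (ENSMUSG00000080999.1), a histone pseudogene on chromosome 13 of GRCm38 from 23746166 to 23746499. Its normalized counts were 1185, 2058, 1325 and 1105 in WT stroma 1 to 4, and in IL-6 KO stroma it was listed at 0 in libraries 1 and 4, at 1.93 in library 2 and at 10.3 in library 3, a log2 fold change of -9.16 (standard error 0.75, limma adjusted p = 2.53e-04). This gene is uncertain, since 11 near-identical copies in the table could have shared its reads. Among the tumor genes with the smallest p, the H4 histone gene H4c12 rose from 11072 ± 1177 (SD, n = 4) to 24944 ± 1307 (SD, n = 4), a log2 fold change of 1.18 (standard error 0.08, limma adjusted p = 7.43e-05), and 1 near-identical copy could share its reads. Nfkbib, with no such copy, had a log2 fold change of 0.86 (standard error 0.08, limma adjusted p = 5.41e-04), and Ptma and Hmga1 had 0.60 and 0.79. The genes with the smallest p among those lower in tumor were the pseudogenes H3f3c, Gm8203, Gm28439, Gm10698 and Gm3219, which were listed at 0 in every IL-6 KO tumor library. Their normalized counts in WT tumor lay between 1490 and 2357 for H3f3c, 650 and 1236 for Gm8203, 2422 and 7996 for Gm28439, 556 and 1137 for Gm10698, and 120.2 and 164 for Gm3219. Among the higher genes, the pseudogene Gm10146 was listed at 0 in every WT library and lay between 117 and 242 in IL-6 KO tumor. All of these pseudogenes have a near-identical copy, so their values are uncertain.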

GSEA analysis of the pre-ranked list using the cancer ‘Hallmarks’ collection from MSigDB identified few differentially regulated sets, but showed the gain of inflammatory response genesets in IL-6 KO samples, suggesting a global difference in immune states between WT and IL-6 KO mice (Supplementary Fig. 4b). This elevated immune signature in tumor stroma seems to include increased expression of genes that are pathway components or recognized targets of IL-6 signaling, implying a potential compensatory response to decreased IL-6 pathway flux. 

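Pre-ranked enrichment in stroma was run with fgsea on limma's moderated t, on 10 lists of pathway genes written from general knowledge in place of the Hallmark sets, which were not used here. Of these lists, 6 passed an adjusted p under 0.05, 2 of them higher and 4 lower in IL-6 KO stroma. The lists higher in IL-6 KO stroma were the targets of IL-6 and STAT3 (NES 1.99, adjusted p = 1.72e-04, 50 genes) and of TNF-alpha and NF-kB (NES 1.91, adjusted p = 1.72e-04, 71 genes), which share 20 of their genes as written. The IL-2/STAT5 target list had an NES of 1.39 (adjusted p = 0.0590) and the hypoxia list of 1.28 (adjusted p = 0.114). Lower in IL-6 KO stroma were heme metabolism (NES -2.88, adjusted p = 8.93e-17), the G2M checkpoint (NES -2.61, adjusted p = 3.10e-12) and E2F targets (NES -1.58, adjusted p = 0.00863), and the interferon-alpha response also passed. The fgsea test permutes genes and takes them as independent. The rotation test fry, which keeps the correlation between genes, called none of the 10 lists, with adjusted p-values between 0.425 and 0.852, and it moved these results more than any other alternative. The camera test, with a preset correlation between genes, called the same lists as fgsea apart from the E2F targets (adjusted p = 0.120), and none of its calls held under fry. No gene of these lists had an adjusted p under 0.05 over all genes tested, and adjusted over the list alone only heme metabolism held 1 such gene. At an unadjusted p under 0.05, 24 of 75 G2M genes and 17 of 75 heme genes differed. Without WT stroma 1 the IL-6/STAT3 list had an NES of 1.35 and without IL-6 KO stroma 4 the TNF list had an NES of 1.12, both no longer below an adjusted p of 0.05.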

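The 2 parts of this signature were tested as separate lists in stroma. The list of IL-6 pathway components (receptors, kinases, STAT factors and adaptors, 30 genes tested) had an NES of 1.00 (adjusted p = 0.443), with 19 genes higher and 11 lower in IL-6 KO stroma. This list also holds receptor genes of other cytokines, among them Il2rg, Il4ra and Ifngr1, so it does not test IL-6 components alone. Its mean log2 value was 7.11 ± 0.45 (SD, n = 4) in WT and 7.30 ± 0.56 (SD, n = 4) in IL-6 KO stroma (exact permutation test, two-sided, p = 0.571). The list's NES passed an adjusted p of 0.05 only without IL-6 KO stroma 3, where it was 1.74. For the target list, the mean log2 value was 6.96 ± 0.40 (SD, n = 4) in WT and 7.44 ± 0.75 (SD, n = 4) in IL-6 KO stroma (exact permutation test, two-sided, p = 0.314), and 3 of the 4 IL-6 KO libraries were above every WT library while 1 was below. Il6ra had a normalized count of 150 ± 62.2 (SD, n = 4) in WT and 249.5 ± 83.3 (SD, n = 4) in IL-6 KO stroma, a log2 fold change of 0.80 (standard error 0.46, limma adjusted p = 0.610). Stat3 rose from 394 ± 161 (SD, n = 4) to 631 ± 241 (SD, n = 4) (log2 fold change 0.67, standard error 0.41, limma adjusted p = 0.635). Socs3, a target of STAT3, went from 43.8 ± 33.2 (SD, n = 4) to 223 ± 192 (SD, n = 4) (log2 fold change 2.24, standard error 0.74, limma adjusted p = 0.432). Without WT stroma 1 the log2 fold change of Il6ra was 0.41 and that of Stat3 0.42. Mcl1 and Mmp9, the target genes with the smallest p, had log2 fold changes of 1.31 (standard error 0.34, limma adjusted p = 0.324) and 1.25 (standard error 0.35, limma adjusted p = 0.364), with every IL-6 KO library above every WT library. Of the members with the smallest p, Bcl2l1 moved the other way, with a log2 fold change of -0.92 (limma adjusted p = 0.502).

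**Figure D2:**
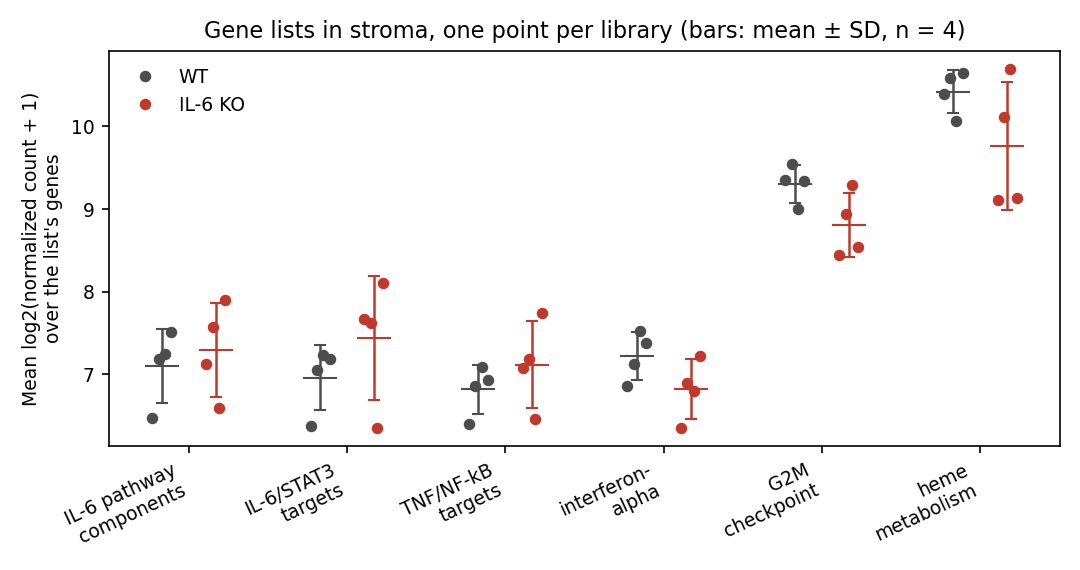
Mean log2(normalized count + 1) over the genes of 6 lists (vertical axis) in each WT and IL-6 KO stroma library, as 1 point per library with the mean and SD of the 4 libraries. The IL-6 pathway components lay at 7.11 ± 0.45 in WT and 7.30 ± 0.56 in IL-6 KO stroma, and the spread within the genotypes overlaps in every list shown.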

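The list of 81 inflammatory response genes tested had an NES of 1.14 in stroma (adjusted p = 0.233), with 43 genes higher and 38 lower in IL-6 KO mice. Without WT stroma 1 its direction changed (NES -1.06), as it did without IL-6 KO stroma 4, and without IL-6 KO stroma 3 it rose to 1.51. The interferon-alpha response list had an NES of -2.16 (adjusted p = 2.05e-06), with 55 of its 79 genes lower in IL-6 KO stroma. Its mean log2 value was 7.22 ± 0.29 (SD, n = 4) in WT and 6.82 ± 0.36 (SD, n = 4) in IL-6 KO stroma (exact permutation test, two-sided, p = 0.171). Of 10 lists of cell type markers, 2 passed an adjusted p under 0.05 in stroma. The mature neutrophil list was higher in IL-6 KO mice (NES 2.47, adjusted p = 7.47e-07), with 22 of 26 genes higher, and the erythroid list was lower (NES -2.38, adjusted p = 2.46e-06), with 26 of 29 genes lower. Both also passed camera, and neither held under fry (adjusted p = 0.375 for both). No gene of these 2 lists had an adjusted p under 0.05 over all genes tested (5 of 26 and 11 of 29 had an unadjusted p under 0.05), and adjusted over the list alone 3 genes of the mature neutrophil list did. Between libraries, the mean log2 value of the mature neutrophil list was 6.75 ± 0.58 (SD, n = 4) in WT and 7.51 ± 0.93 (SD, n = 4) in IL-6 KO stroma (exact permutation test, two-sided, p = 0.229), and that of the erythroid list 11.61 ± 0.28 (SD, n = 4) and 10.93 ± 0.86 (SD, n = 4) (exact permutation test, two-sided, p = 0.257). For the other 8 lists (neutrophil precursor, monocyte and macrophage, B lineage, T and NK, dendritic, megakaryocyte, mesenchymal and endothelial, and basophil, mast and eosinophil cells) the NES was between -1.61 and 1.64.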

The directionality of gene expression changes in these samples indicates that IL-6 KO leukemic mice are poised to generate an enhanced immune response, fitting our experimental data. Next, we analyzed underlying expression of enriched genesets identified by GSEA to determine if these inflammatory responses are more prominent in tumor or stroma samples. 

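Euclidean distances between the libraries of a table were computed over all its genes on the normalized counts. In stroma the mean distance was 26858376 between libraries of different genotype and 12269899 between libraries of the same genotype, a ratio of 2.19 (exact permutation test, one-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). In tumor these distances were 4711019 and 3053288, a ratio of 1.54 (exact permutation test, one-sided, p = 0.0286). Rn7s1 made up 84.7% of the squared distance between genotypes in stroma and CT010467.1 14.7%, and in tumor Gm26917 made up 55.8%. The ratio in stroma was 1.01 without Rn7s1 (exact permutation test, one-sided, p = 0.314) and 1.00 without Rn7s1 and CT010467.1 (exact permutation test, one-sided, p = 0.400), the alternative that moved it most among those with all libraries. Without the 20 genes with the largest mean it was 1.10 and still larger than for every other split (exact permutation test, one-sided, p = 0.0286). On the log2 scale it was 1.04 (exact permutation test, one-sided, p = 0.0571), against 1.26 in tumor (exact permutation test, one-sided, p = 0.0286). Without IL-6 KO stroma 4, the stroma ratio on normalized counts was 6.78. Each WT stroma library left out raised its p above 0.05, with the ratio lowest without WT stroma 2 (1.75), and in tumor 6 of the 8 libraries did so, with the ratio lowest without WT tumor 3 (1.31). Between the mean normalized counts of the genotypes over a list, the distance was larger than for every other split of the libraries for 2 of the 10 pathway lists in stroma, the E2F targets (2773) and the G2M checkpoint (10386). In tumor this held for 7 of the 10 lists, all but the IL-6/STAT3 targets (8211, exact permutation test, one-sided, p = 0.114), the TNF targets (2046, exact permutation test, one-sided, p = 0.200) and the IL-2/STAT5 targets (9284, exact permutation test, one-sided, p = 0.114). For the IL-6/STAT3 targets in stroma the distance was 3411 (exact permutation test, one-sided, p = 0.0571). Because the tables are on different scales, the distances themselves cannot be compared between stroma and tumor. Divided by the median normalized count of each table, they were larger in stroma than in tumor for the lists other than hypoxia (17.1 in stroma and 43.1 in tumor), with 48.9 and 15.8 for the IL-6/STAT3 targets and 39.8 and 39.3 for the E2F targets.

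**Figure D3:**
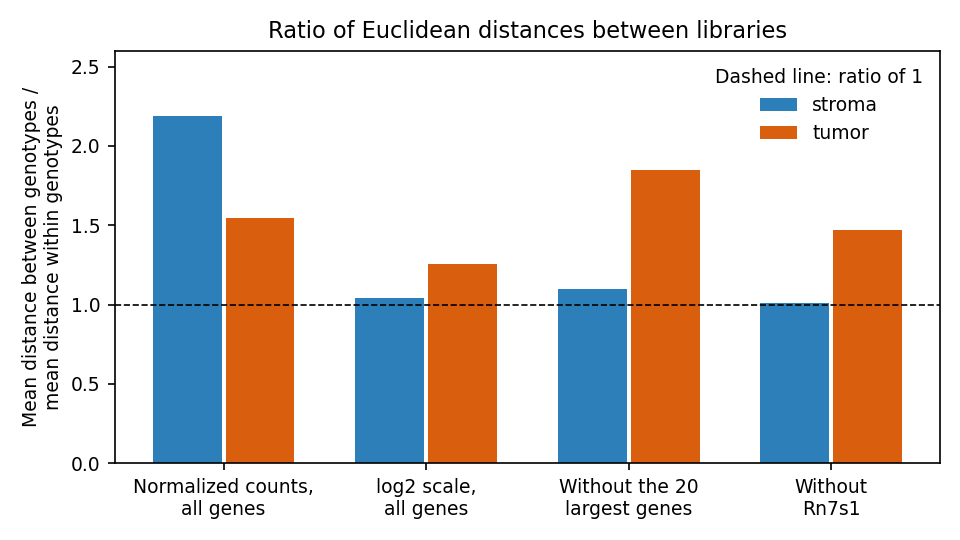
Ratio of the mean Euclidean distance between libraries of different genotype to that between libraries of the same genotype (vertical axis), for stroma and tumor with 4 ways to compute it. The ratio in stroma was 2.19 on the normalized counts of all genes and 1.01 without Rn7s1.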

We found the most variance between IL-6 KO and WT mice pertained to the stroma samples, for both global normalized gene expression (Supplementary Fig. 4c) and for the genesets within the GSEA Hallmarks collection (Supplementary Fig. 4d-g). These results support our prior data indicating that the primary differences in IL-6 KO mice relative to WT arise from the bone marrow stroma. 

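Whether the effect of the genotype differed between stroma and tumor was not tested. The separate scales of the tables do not by themselves rule out such a test, since a constant scale largely cancels in a log2 fold change. Within each compartment, the Spearman correlation of library pairs was between 0.774 and 0.870 within WT stroma, between 0.705 and 0.813 within IL-6 KO stroma and between 0.705 and 0.850 across genotypes. In tumor these correlations were between 0.955 and 0.971, between 0.961 and 0.982, and between 0.932 and 0.959. Of the 10887 genes tested in both tables, the values of the genotypes did not overlap for 5.94% in stroma and 28.1% in tumor, where chance gives 2.86%. Of the 10 pathway lists, 4 passed an adjusted p under 0.05 in tumor. Besides the STAT3 targets, these were E2F targets (NES 1.65, adjusted p = 0.00480), hypoxia (NES 1.51, adjusted p = 0.0419) and the interferon-alpha response (NES -1.92, adjusted p = 0.00259). Only the STAT3 target and hypoxia lists also passed fry (adjusted p = 0.0467 for both), and camera called the STAT3 targets and the interferon-alpha response (adjusted p = 0.00816 for both), of which the first held under fry. The NES of the other 6 lists in tumor was between -0.760 and 1.26. Without IL-6 KO tumor 2 the interferon-alpha response had an NES of -1.6 and hypoxia of 1.40, and without WT tumor 4 the E2F targets had one of 1.43, none below an adjusted p of 0.05. Hypoxia also lost its call without WT tumor 2, WT tumor 4 or IL-6 KO tumor 4, so in 4 of these fits in all. At an adjusted p under 0.05 over all genes tested, 14 of 75 hypoxia genes, 25 of 80 interferon-alpha response genes and 30 of 86 E2F genes differed in tumor. Adjusted over the list alone these counts were 13, 28 and 34. The paper takes the larger variance it reports between the genotypes in stroma, for all genes and for the enriched sets, together with its earlier data, which it reads as showing that the primary differences of IL-6 KO mice arise from the bone marrow stroma. It proposes that IL-6 deficiency appears to act through this stroma, rather than directly on tumor cells, to create a permissive immune environment.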

Rather than acting directly on tumor cells, IL-6 deficiency appears to alter the bone marrow stroma to broadly create a permissive immune microenvironment.

### IL-6 deficiency synergizes with anti-PD-L1 therapy to treat leukemia

PD-1 and other immune-checkpoint proteins that play key roles in the suppression of anti-cancer immune responses are induced during T-cell activation^38^. It is thought that these proteins exist to restore normal homeostasis after an immune stimulus, preventing hyperactive immune responses and autoimmunity^39^. Cancer cells often express high levels of inhibitory checkpoint ligands and exploit the presence of these proteins on T cells to inhibit their activity. T cells in the bone marrow of IL-6 KO mice have reduced surface expression of PD-1 (Fig. 5a). Combination treatment of WT B-ALL-bearing mice with doxorubicin and PD-L1 antibody-blocking therapy reduced leukemia burden in a subset of mice (Fig. 5b) and increased their survival (Fig. 5c). These observations suggest that higher expression of PD-1 inhibitory signals present in IL-6 proficient microenvironments might contribute to the failure of immunogenic therapy. This model of B-ALL expresses high levels of the checkpoint ligand PD-L1 (Fig. 5d), and PD-L1 expression has previously been implicated in B-ALL resistance to immune-stimulating therapy^40^. To determine whether IL-6 loss could also enhance the efficacy of PD-L1 blockade and promote anti-leukemia immune responses, we treated WT and IL-6 KO leukemic mice with PD-L1 inhibitors and monitored disease progression and survival. While PD-L1 blockade exhibits modest efficacy in only a subset of WT mice, IL-6 KO mice undergo nearly complete leukemia eradication by 9 days after the initiation of PD-L1 blockade (Fig. 5e). Almost all of the PD-L1-treated IL-6 KO mice underwent durable remissions and 80% remained alive without apparent disease more than 60 days after injection (Fig. 5f). These data further suggest that production of IL-6 is a major barrier to the efficacy of immune-stimulating therapy in leukemia and that some, but not all, of its impact occurs through the regulation of T-cell PD-1 expression.

**Fig. 5:**
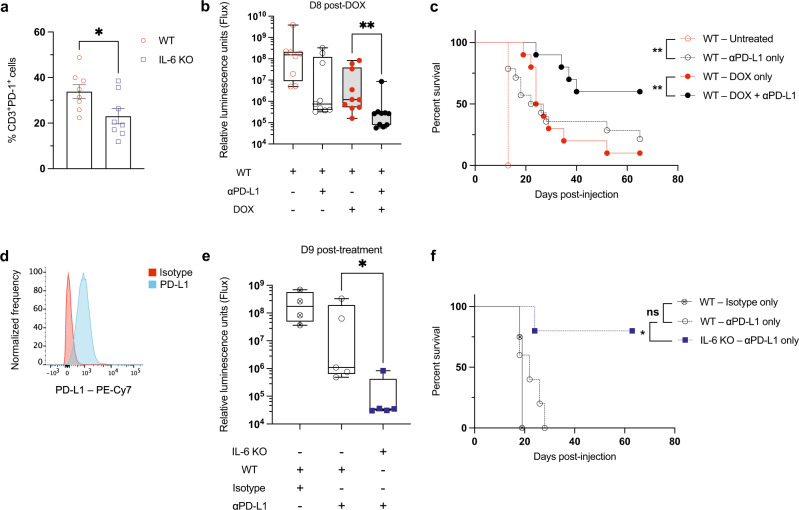
Combination treatment with doxorubicin and PD-L1 inhibition increases mouse survival, while IL-6 inhibits the efficacy of PD-L1 inhibition. **a** A graph showing CD3^+^ T-cell–PD-1^+^ percentages in the bone marrow of tumor-free WT mice in the absence of treatment. *p = 0.032 by two-tailed Student *t*-test. **b** A graph showing leukemia burden in vivo monitored by bioluminescence imaging. *n* = 10 per cohort, except *n* = 9 for both WT-untreated and WT-αPD-L1. **p = 0.0029 by two-tailed Mann–Whitney test. **c** A Kaplan–Meier survival curve showing leukemic WT mice. *n* = 10 per cohort, except *n* = 5 for WT-untreated, *n* = 14 for WT-αPD-L1. **p = 0.0029 between WT-untreated and WT-αPD-L1 only, **p = 0.0071 between WT-doxorubicin only and WT-doxorubicin + αPD-L1, by Log-rank (Mantel-Cox) test. **d** A flow cytometry plot showing PD-L1 expression on the surface of leukemic cells in vitro. **e** A graph showing leukemia burden in vivo monitored by bioluminescence imaging. *n* = 5 per cohort, except *n* = 4 for WT-isotype. *p = 0.0317 by two-tailed Mann–Whitney test. **f** A Kaplan–Meier survival curve showing leukemic WT and IL-6 KO mice. *n* = 5 per cohort, except *n* = 4 for WT-isotype. *p = 0.0126 by Log-rank (Mantel-Cox) test. Boxplots show the median as the center lines, upper and lower quartiles as box limits, and whiskers represent maximum and minimum values. D8 = Day 8, D9 = Day 9. Source data are provided as a ‘Source data’ file.

### Doxorubicin induced-immunity extends survival in tumor-bearing mice treated with IL-6 receptor blockade

To determine the potential clinical relevance of our observations in IL-6 KO mice, we next examined the efficacy of doxorubicin treatment when combined with IL-6R blockade in WT animals bearing B-ALL. After optimizing the dosage and administration schedule of the IL-6R inhibitor (Supplementary Fig. 5a), we observed that combination treatment with doxorubicin and inhibition of IL-6 signaling with therapeutic antibodies significantly extended the survival of WT mice (Fig. 6a). Notably, 48 h after doxorubicin treatment, leukemic cell death has started to occur in both ‘anti-Isotype’ and ‘anti-IL-6R’ treatment combination groups. However, a week after doxorubicin administration there is significantly more leukemic cell clearance in mice treated with IL-6 receptor blockade (Fig. 6b). In contrast, MC38-bearing mice were refractory to combination therapy (Supplementary Fig. 5b).

**Fig. 6:**
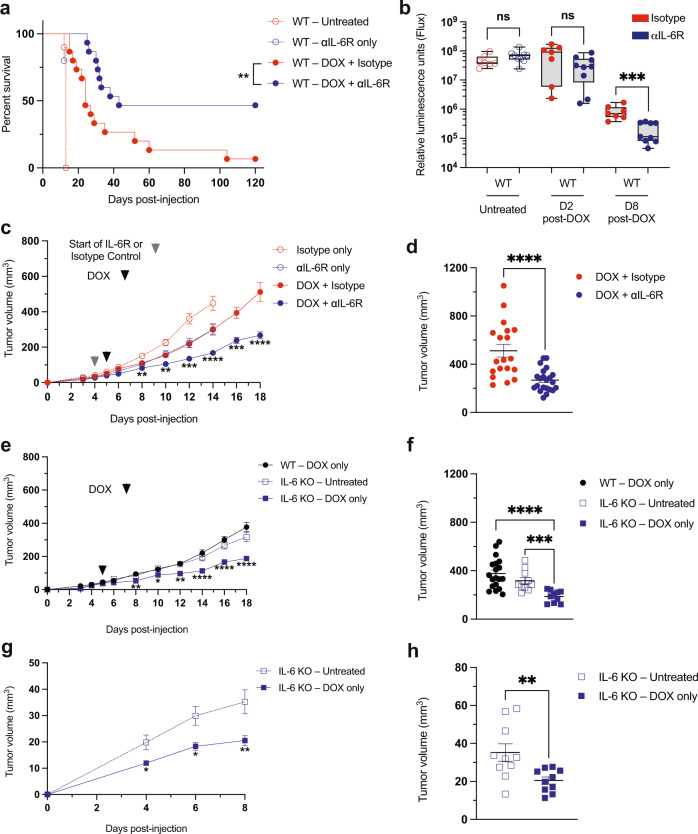
Therapeutic IL-6 inhibition enhances the efficacy of doxorubicin treatment. **a** A Kaplan–Meier survival curve of B-ALL-bearing mice. *n* = 15 for both doxorubicin (DOX) + Isotype and doxorubicin + αIL-6R treated, *n* = 10 for untreated, and *n* = 5 for αIL-6R only treated mice. **p = 0.0062 by Log-rank (Mantel-Cox) test. **b** A graph showing leukemia burden in WT mice treated with doxorubicin and either an IL-6R blocking antibody or isotype control. Tumor burden was monitored by bioluminescence imaging. *n* = 7 for doxorubicin + Isotype, *n* = 9 for doxorubicin + αIL-6R treated mice. ***p = 0.0002 by two-tailed Mann–Whitney test. **c** A graph showing PDAC tumor burden in WT mice treated with doxorubicin and either an IL-6R blocking antibody or isotype control. *n* = 10 for Isotype only, *n* = 15 for αIL-6R only, *n* = 19 for doxorubicin + Isotype, and *n* = 22 for doxorubicin + αIL-6R. Data from 4 independent experiments. **p < 0.035, ***p < 0.005, ****p < 0.0001. **d** A graph showing PDAC tumor burden on day 18 for individual animals within the indicated treatment groups. Shown are the individual biological replicates from (**c**). ****p < 0.0001. **e** A graph showing PDAC tumor burden in WT and IL-6 KO mice treated with doxorubicin or untreated. *n* = 10 per cohort, except *n* = 19 for WT-doxorubicin only. Data from 1 independent experiment. *p < 0.05, **p < 0.035, ****p < 0.0001. **f** A graph showing PDAC tumor burden on day 18 for individual animals within the indicated treatment groups. Shown are the individual biological replicates from (**e**). ***p = 0.0003, ****p < 0.0001. **g** A graph showing PDAC tumor burden of secondary transplants (5 days after doxorubicin treatment) into IL-6 KO mice that had already received a primary PDAC transplant and were treated with doxorubicin or untreated. *n* = 10 per cohort. *p < 0.05, **p < 0.035. **h** A graph showing PDAC tumor burden on day 8 for individual animals within the indicated treatment groups. Shown are the individual biological replicates from (**g**). **p = 0.0039. Two-tailed Mann–Whitney tests were used to compare groups in panels (**c**–**h**), and data are represented as mean ± SEM. Boxplots show the median as the center lines, upper and lower quartiles as box limits, and whiskers represent maximum and minimum values. D2 = Day 2, D8 = Day 8. Source data are provided as a ‘Source data’ file.

Others have shown that signaling downstream of IL-6 is important for the development, progression, and therapy response of many cancers^28^, including pancreatic ductal adenocarcinoma (PDAC)^22,41,42^. Therefore, we assessed if the combination of cytotoxic chemotherapy and IL-6R blockade might also promote tumor control in a preclinical model of PDAC subcutaneously injected into WT mice. Once tumors were established, mice received combination treatment with doxorubicin and IL-6R therapeutic antibodies. Expression of IL-6R was detected in the stromal cells in vivo (Supplementary Fig. 5c). Consistent with our observations in B-ALL, combination treatment with doxorubicin and αIL-6R had significant inhibition of PDAC tumor growth (Fig. 6c, d). Similarly, doxorubicin treatment had significant inhibition of PDAC tumor growth in IL-6 KO mice (Fig. 6e, f). Intriguingly, p-STAT3 levels from bulk PDAC tumor samples do not significantly change between WT and IL-6 KO mice, nor in response to doxorubicin treatment at the times examined (Supplementary Fig. 5d).

Finally, we re-transplanted PDAC cells, 5 days after doxorubicin treatment, into the opposite flanks of PDAC-bearing IL-6 KO mice (Supplementary Fig. 5e). The PDAC tumors transplanted into previously doxorubicin-treated IL-6 KO animals showed reduced growth compared to the tumors transplanted into untreated IL-6 KO hosts (Fig. 6g, h). These results suggest a role for IL-6 in preventing an active and long-lasting anti-tumor immune response. Thus, antibody-mediated inhibition of IL-6 signaling can promote durable responses to genotoxic chemotherapy in both hematopoietic and solid malignancies.

## Discussion

Genotoxic chemotherapy primarily exerts its effects via DNA damage-induced cell death^1^. However, work from multiple labs has demonstrated that a subset of commonly used chemotherapeutics can also stimulate immunity in specific contexts^2,5^. Despite this, it remains unclear the extent to which immune responses contribute to the efficacy of cytotoxic chemotherapy and the contexts in which they do so. In both mice and humans, immunogenic chemotherapy rarely promotes lasting anti-tumor immune responses. While there are many examples of the TME regulating therapeutic efficacy in vivo^15^, how the TME tunes the immune responses to immunogenic cell death (ICD) is poorly understood and of broad clinical relevance. Here, we show that IL-6 controls a mechanistic switch between primarily cytotoxic cell death and immune-mediated clearance of tumor cells after genotoxic chemotherapy treatment.

We used a mouse model of acute lymphoblastic leukemia that closely recapitulates the microenvironment and therapy responsiveness of the human disease^30^ to investigate the mechanisms of immune suppression after treatment with immunogenic chemotherapy. We show that while doxorubicin modestly extends animal survival in WT mice, it does not generate robust anti-cancer immunity and mice ultimately fail to clear their leukemia burden. In contrast, in the absence of IL-6, the majority of leukemic mice are cured after doxorubicin treatment in an immune-mediated fashion. This demonstrates that IL-6 is an important TME-derived paracrine factor that suppresses the generation of robust anti-tumor immunity. Consequently, we find that microenvironmental context not only impacts therapy responsiveness but alters the mechanism by which a commonly used clinical agent exerts its activity. This data indicate that the efficacy of conventional DNA-damaging therapies and their ability to induce anti-cancer immunity in human cancers may be limited by immunosuppressive factors in the TME, such as IL-6. These results highlight the role of the TME in the cancer cell’s response to therapy and indicate how further study of the microenvironmental regulators of ICD could impact the clinical utility of cytotoxic chemotherapeutics.

We have previously shown that the bone marrow is a site of resistance to antibody-based therapy in double-hit lymphoma, where the immune-suppressive microenvironment impairs innate immune-mediated clearance of antibody-bound cells^43^. Interestingly, our findings here demonstrate that doxorubicin promotes T- and dendritic cell influx into the bone marrow, transforming it into a pro-immunogenic microenvironment. Major determinants of immunogenicity and ICD include the release of HMGB1 and surface exposure of CRT from dying cancer cells^44,45^. Doxorubicin-treated leukemia cells induce CRT surface exposure and HMGB1 release in the TME is preserved, although other mediators of immunogenicity in this system remain to be defined. While the pro-immunogenic conditions present after doxorubicin treatment are favorable for the clearance of leukemic cells, microenvironmental IL-6 production—which is increased by the presence of leukemic cells—suppresses the expected anti-cancer immune responses. Thus, cancer-cell induced IL-6 release in designated microenvironments may help to disguise immunogenic cell death states.

Paracrine signals produced in the TME play a major role in defining the immune context of tumors and show great potential for therapeutic manipulation. IL-6 is a pleiotropic cytokine involved in the regulation of many processes including immune activation^28^, but chronic IL-6 activity can also weaken the generation of an effective immune response^19^. For example, chronic STAT3 activity downstream of IL-6 can impair the generation of new adaptive immune responses^46^. In the context of ICD, IL-6 may impair anti-cancer immunity through the creation of a microenvironment in which an acute inflammatory stimulus from cell death is less likely to generate a productive immune response. Our data suggest multiple downstream effectors are likely active in mediating the profound regulation of anti-cancer immunity we see after cytotoxic therapy. 

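The list called IL-6 pathway components above also holds receptor genes of other cytokines that use JAK/STAT signaling. Among its 30 genes tested in stroma of untreated leukemic mice, none had an adjusted p under 0.05 over all genes tested or adjusted over the list alone, and 3 had an unadjusted p under 0.05. Of these, Il2rg had a normalized count of 51.5 ± 14.6 (SD, n = 4) in WT stroma, and in IL-6 KO stroma 1 to 4 it was listed at 0, 20.4, 1.88 and 16.4 (log2 fold change -3.16, standard error 1.03, limma adjusted p = 0.432). Il4ra rose from 165 ± 121 (SD, n = 4) to 418 ± 178 (SD, n = 4), a log2 fold change of 1.72 (standard error 0.64, limma adjusted p = 0.461). Il11ra1 was listed at 0, 10.3, 8.84 and 35.9 in WT stroma 1 to 4 and had 51.4 ± 40.7 (SD, n = 4) in IL-6 KO stroma, a log2 fold change of 2.40 (standard error 1.09, limma adjusted p = 0.537). Ifngr1 had a log2 fold change of 1.57 (limma adjusted p = 0.563). Without WT stroma 1, the log2 fold change was 1.01 for Il4ra, 1.40 for Il11ra1 and 1.03 for Ifngr1. For Il6st, which encodes gp130, the log2 fold change with all libraries had a standard error of 0.65 (limma adjusted p = 0.897). Its normalized count lay between 100 and 138 in WT stroma and between 30.8 and 72.3 in IL-6 KO stroma 1, 2 and 3, against 386 in IL-6 KO stroma 4. Its log2 fold change was -1.07 without IL-6 KO stroma 4 and 0.13 without IL-6 KO stroma 3.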

While we detected no differences in p-STAT3 protein levels between IL-6 KO and WT leukemic and PDAC-bearing mice at the times tested, our RNA-sequencing studies do show alterations in JAK/STAT pathway components in stroma from IL-6 KO mice. We also find higher T-cell PD-1 expression in the presence of IL-6 indicating a potentially more exhausted T-cell population. Future detailed interrogation of the effectors downstream of IL-6 will be necessary to elucidate the mechanisms underlying this significant clinical response.

While showing promising efficacy in a number of cancer types, immunotherapy can increase the activity of the immune system, causing a variety of inflammatory and auto-immune phenomena that instigate significant morbidity. These immune-related adverse events are commonly treated with steroids. However, there is concern that high-dose steroids may not fully help to alleviate the immune-related adverse events and, additionally, that they may blunt the anti-cancer effects of immunotherapies^47^. This emphasizes the need to find alternatives for treating immune-related adverse consequences. The humanized monoclonal anti-IL-6R antibody, Tocilizumab, has been used to treat inflammatory toxicity associated with immune-checkpoint blockade and the cytokine release syndrome (CRS) associated with chimeric antigen receptor T-cell therapy^48^. Interestingly, our data suggest that IL-6 blockade may be able to decouple auto-immune and anti-cancer immune responses, potentially increasing anti-cancer immunity while treating auto-immune toxicity. This phenomenon has recently been reported for TNF-blockade as well^49^.

Given the many mechanisms by which cancer can evade immune surveillance^4,10^, combination therapies that block multiple immune-suppressive mechanisms will be essential to promote responses in the majority of tumors. Consistent with this idea, leukemic WT mice treated with doxorubicin and PD-L1 inhibitors are more readily able to clear their disease when compared to single-agent treated mice. In addition, therapeutic IL-6R inhibitors can synergize with doxorubicin to eliminate leukemic cells from WT mice. Likewise, we show that this combination improves the response of PDAC tumors, suggesting that this phenomenon may extend to certain solid tumors. While IL-6 likely executes its immune-suppressive properties through the regulation of multiple immune processes, our data demonstrate that loss of IL-6 enhances the generation of anti-cancer immunity in response to multiple immune-stimulating therapies. IL-6 inhibition could help sustain the limited anti-cancer immune responses normally induced by cytotoxic agents in the clinic.

Here, we establish that three interventions, IL-6 inhibition, doxorubicin treatment, and PD-L1 blockade, each of which alone fails to promote lasting anti-leukemia immunity, achieve much more durable responses in combination. Importantly, we show that the state of the TME profoundly impacts both the efficacy and the primary mechanism of action of a commonly used cytotoxic agent. Taken together, these data suggest that combination therapy with immunogenic chemotherapy, manipulation of the tumor microenvironment through IL-6 inhibition, and checkpoint blockade is a promising therapeutic approach for treating human cancer.

## Methods

### Cell culture and chemicals

B-ALL cells were grown at 37 °C, 5% CO_2_, in 500 mL RPMI, 50 mL FBS, 10 mL glutamine, 5.5 mL β-ME (5 mM), and 5 mL Pen. Strep. Luciferase^+^ BCR-ABL^+^ B-ALL male cells were a gift from Richard Williams^30^. To make mCherry^+^ B-ALL cells, the MSCV-mCherry retroviral vector was transfected into Phoenix cells to produce retrovirus and B-ALL cells were infected in the presence of polybrene and sorted twice on a FACS-AriaIII (Becton Dickinson) to get a pure mCherry^+^ population. PDAC and MC38 cells were grown at 37 °C, 5% CO_2_, in 500 mL DMEM, 50 mL FBS, and 5 mL Pen. Strep. PDAC cells were a gift from Matthew Vander Heiden. MC38 or Colon 38 cells were acquired from the Developmental Therapeutics Program Tumor Repository at Frederick National Laboratory. All cell lines used regularly tested negative for *Mycoplasma* detection (MycoAlert Plus kit, Lonza).

### Mice and transplantation

C57BL/6J (wild type) and C57BL/6J *Il-6*^*−/−*^ mice, 6–8-week old, were purchased from Jackson Laboratory (RRID: IMSR_JAX:000664, and IMSR_JAX:002650). 500,000 BCR-ABL^+^ B-ALL cells (mCherry^+^ or negative depending on the experiment) were injected via tail vein into C57BL6/J mice of the appropriate genotype. On day 8 post-injection, mice were treated via intraperitoneal injection with 10 mg/kg doxorubicin (LC Labs) dissolved in normal saline solution. Mice were sacrificed when moribund. When applicable, mice were treated for 7 days with 50 mg/kg imatinib by oral gavage and sacrificed when moribund. For re-transplantation experiments, IL-6 KO mice previously cured of B-ALL by doxorubicin treatment were re-injected with 500,000 B-ALL cells (>100 days after initial injection) and disease burden and survival were monitored. 500,000 MC38 or PDAC cells were injected via subcutaneous injection into the hind-flanks of C57BL6/J mice. 200,000 PDAC cells were used for re-transplantations into IL-6 KO mice previously treated with doxorubicin. Subcutaneous tumor burden was measured with electronic calipers using the following formula: 1/2 × D × d^2^; where ‘D’ is the major measurable axis and ‘d’ is the minor axis. Maximal tumor burden/size allowed was no larger than 1 cm in any direction and no deep ulceration. On a case-by-case basis, veterinary technicians allowed exceptions of tumor sizes larger than 1 cm if no deep ulceration was present and if mice seemed alert and responsive. Mice were bred in the SPF-animal facility in the Koch Institute and the Massachusetts Institute of Technology Department of Comparative Medicine approved all procedures and animal handling for the work presented here. Animals were monitored carefully for fitness and sacrificed when moribund in accordance with institutional Committee on Animal Care (CAC) procedures. Both female and male sexes were used. Food (ProLab RMH 3000) and water were given ad libitum. Animals were housed at 68–72 ˚F, with a relative humidity of 30–70%, and a dark/light cycle of 12/12 h.

### Bioluminescence imaging

Leukemic mice were imaged 1 day before doxorubicin treatment, the day of treatment, 2 days post-treatment, and 8- or 9-days post-treatment depending on the experiment. 165 mg/kg luciferin was injected prior to imaging and mice were anesthetized using isoflurane prior to imaging on the IVIS Spectrum-bioluminescence and fluorescence imaging system (Perkin Elmer), and analyzed with the Living Image software.

### Immune profiling

Leukemic mice were sacrificed 8 days post-injection (untreated), 2 days after doxorubicin, or 7 days post-treatment for analysis of immune-cell infiltration in bone marrow and spleen. Bone-marrow cells from WT and IL-6 KO mice were extracted by crushing both femurs and tibias with mortar and pestle in RBC Lysing Buffer (Sigma-Aldrich, R7757) for 5 min and resuspended in 3% FBS-PBS (FACS Stain buffer). Splenic cells were extracted by crushing the spleen between glass slides into RBC Lysing Buffer and following the same protocol as above. Cells were stained with combinations of the following conjugated antibodies: CD3–FITC (17A2, BioLegend #100204; 1:100), CD4–APC (RM4-5, BD Biosciences #561091; 1:100), CD4–APC-Cy7 (GK1.5, BioLegend #100414; 1:100), CD8–PE-Cy7 (53-6.7, BD Biosciences #552877; 1:100), CD25–APC-Cy7 (PC61, BioLegend #102026; 1:100), CD69–PerCP-Cy5.5 (H1.2F3, BioLegend #104522; 1:100), CD11c–FITC (HL3, BD Biosciences #553801; 1:100), CD103–PerCP-Cy5.5 (2E7, BioLegend #121416; 1:100), CD86–APC (GL-1, BioLegend #105012; 1:100), MHC-II–APC-Cy7 (M5/114.15.2, BioLegend #107628; 1:100), MHC-II–PerCP-Cy5.5 (M5/114.15.2, BioLegend #107626; 1:100), CD11b–PE-Cy7 (M1/70, BioLegend #101216; 1:100), F4/80–APC (BM8, BioLegend #123116; 1:100), Gr-1–FITC (RB6-8C5, eBioscience #50-991-9; 1:100), IL-6R–APC (D7715A7, BioLegend #115812; 1:100), PD-1–BV421 (29F.1A12, BioLegend #135217; 1:100), MHC-I–FITC (34-1-2S, Abcam #ab95572; 1:100), MHC-II–FITC (M5/114, Abcam #ab239229; 1:100), and PD-L1–PE-Cy7 (10F.9G2, BioLegend #124314; 1:100) for 1 h at 4 °C. 3 µM DAPI was added to the last wash to determine live cells and samples were analyzed on LSR-II HTS flow cytometer (Becton Dickinson). For all flow cytometry experiments, FlowJo was used for analysis.

### Cytokine dose response

B-ALL cells were plated at 10,000/well in a 96-well plate. Cells were treated with ≥10 ng/mL IL-10, GM-CSF, IL-12, IL-15, VEGF, IL-6, sIL-6R, or IL-6+sIL-6R (PeproTech) and doxorubicin (LC Labs) at 100, 50, 25, 15, 10, 7.5, 5, 2.5, 1, 0.5, and 0 nM concentrations. Cell count was obtained via flow cytometry FACS Calibur HTS (Becton Dickinson) with propidium iodide used to exclude dead cells.

### Bone marrow co-culture

Bone-marrow cells from WT and IL-6 KO mice were extracted as described above, without the use of RBC lysis buffer. Extracted cells were plated in leukemia cell medium. Washes were performed until adherent cells became confluent at which point, they were transferred to 96-well plates, adhered for 24 h, and used for co-culture dose–response experiments as described above.

#### PDAC tumor dissociation

PDAC tumors harvested from euthanized mice were placed in 2.5 mL’s of 1% FBS-RPMI and manually minced with blades. 5 mL’s of digestion buffer was then added and samples were incubated for 30 min in a 37 °C water bath inside gentleMACS C tubes (Miltenyi Biotec, 130-096-334). Digestion buffer was prepared as follows: 1% FBS, 0.8 M HEPES pH~7.5 (Invitrogen, 15630080), 1 mg/mL collagenase (Millipore Sigma, C2674), 4 U/mL DNAaseI (New England Biolabs, M0303), in HBSS (Millipore Sigma, 55037C). MACS tubes were then agitated with a MACS dissociator (Miltenyi Biotec, 130-093-235) for 1 min, and samples were quenched with 5 mL’s FBS. Samples were then filtered through 70 and 30 µm filters (Miltenyi Biotec, 130-110-916 and 130-110-915, respectively), and spun at 1200 rpm for 10 min. Samples were washed once with PBS by repeating spinning cycle, and finally resuspended as single-cell suspensions in PBS.

### p-STAT3 stain

Bone marrow and splenic cells from WT and IL-6 KO mice were extracted as described above, fixed in 3–4% paraformaldehyde, stained with primary p-STAT3 (Tyr705, D3A7, Cell Signaling Technology #4323S; 1:25) or IgG-isotype control (DA1E, Cell Signaling Technology #2975S; 1:25) at the same concentration. Alternatively, cells were fixed and permeabilized with a nuclear staining buffer set (Thermo Scientific, 00-5523-00), following manufacturer’s instructions. Prior to fixing and permeabilization, staining of cell surfaces markers was performed with CD3–BV605 (17A2, BioLegend #100237; 1:100), and Zombie Aqua Fixable Viability Dye (BioLegend, 423102; 1:100). PhosSTOP 1X (Sigma-Aldrich, 4906837001) was used in every buffer. Cells were analyzed by flow cytometry using an LSR-II (Becton Dickinson) or LSR-Fortessa, and p-STAT3 levels were measured. Median FITC channel of isotype controls was subtracted from p-STAT3-stained samples to get p-STAT3 levels in a given cell population.

### Western blot assays

Bone marrow cells from WT and IL-6 KO mice, untreated or doxorubicin treated, were harvested by centrifugation of dissected femur and tibia. Red blood cells were depleted from the bone marrow by a 5-min incubation in red blood cell lysis buffer (Sigma-Aldrich, R7757). Red cell lysis was quenched with PBS. PhosSTOP 1X (Sigma-Aldrich, 4906837001) was used in every buffer. A column with CD19 magnetic beads (Miltenyi Biotec, 130-121-301) was used to enrich for B-ALL cells (CD19^+^), and the CD19^−^ flowthrough was regarded as the stromal cells from the leukemic bone marrow. Tissue samples were homogenized in standard RIPA buffer, with a cocktail of protease (Thermo Scientific, 87786) and phosphatase inhibitors (Sigma-Aldrich, 4906837001). Protein concentrations were measured using BCA (Fisher Scientific, 23225). Cell extracts with the same amount of protein were mixed with 6X reducing Laemmli buffer (Boston BioProducts, BP-111R), boiled at 95 °C for 5 min, and subjected to electrophoresis using 4–20% sodium dodecyl sulfate polyacrylamide gels (Bio-Rad). Proteins were transferred to methanol-activated PVDF membranes (Millipore Sigma, IPFL00010) and blocked with TBST buffer (LI-COR Biosciences, 927-66003) for 1 h at room temperature. Blots were incubated at 4 °C overnight with primary antibodies, followed by secondary antibodies conjugated with LI-COR fluorophores. Samples were scanned with an Odyssey CLx imaging system (LI-COR Biosciences). Anti-actin (13E5, Cell Signaling Technology #4970S; 1:1000), anti-S6K (R&D Systems #AF8964; 1:200), anti-p-S6K (Thr389, Cell Signaling Technology #9205S; 1:1000), anti-vinculin (E1E9V, Cell Signaling Technology #13901S; 1:1000), anti-ERK (W15133B, BioLegend #686902; 1:1000), and anti-p-ERK (Thr202/Tyr204, Cell Signaling Technology #9101S; 1:1000), anti-rat IRDye 680RD (LI-COR #926-68076; 1:5000), anti-rabbit IRDye 800CW (LI-COR #926-32211; 1:5000), anti-goat IRDye 680RD (LI-COR #926-68074; 1:5000), anti-rabbit IRDye 800CW (LI-COR #926-32213; 1:5000). Cropped and uncropped blot images are shown in Supplementary Fig. 3a-d.

### In vivo T-cell depletion and mouse antibody treatment

WT and IL-6 KO leukemic mice were IP-injected on days 3 and 4 post B-ALL transplantation and then every 3 days thereafter with 200 µg CD4 (GK1.5, BioXCell #BE0003-1) and 200 µg CD8 (2.43, BioXCell #BE0061) depletion antibodies dissolved in sterile PBS. IL-6R Ab (15A7, BioXCell #BE0047) was injected every other day (500 µg/mouse) starting 3 days after leukemia transplantation (unless noted otherwise). PD-L1 antibody, at 200 µg/mouse (10F.9G2, BioXCell #BE0101), was injected on Days 7, 10, and 13 after disease transplantation. Rat IgG2b (LTF-2, BioXCell #BE0090) was used as an isotype control. IL-6R Ab was injected every other day (200 µg/mouse) starting 4 days after PDAC or MC38 transplantation. Randomization of animal cohorts was performed before transplantation of disease and before the start of any treatment. When able, the experimenter was blinded to the individual mice being examined, although this was not performed in all experiments. Cohorts of 5 mice per cage were used and key findings repeated in multiple independent experiments, as detailed in figure legends.

### ELISA assays

B-ALL and bone marrow cells harvested from the same mouse, untreated or doxorubicin treated, were seeded in 6-well tissue culture plates for 24 h. The cell culture plates were centrifuged, and the supernatants collected and stored at −80 °C until measuring of the cytokine levels. HMGB1 (Fisher Scientific, NBP262782), CXCL10 (Thermo Scientific, BMS6018), IL-6 (Thermo Fisher Scientific, 88-7064-88), sIL-6R (R&D Systems, MR600).

### RNA isolation from tumor stroma

Cells were isolated from the bone marrow of wild-type and IL6-KO mice by centrifugation of dissected femur and tibia. Red blood cells were depleted from the bone marrow by a 5-min incubation in red blood cell lysis buffer (Sigma-Aldrich, R7757). Red cell lysis was quenched with PBS. Cells were centrifuged at 500 × *g* for 5 min and supernatant was aspirated. Cells were resuspended in FACS buffer (PBS with 5% FBS and 1 µg/mL DAPI). Cells were sorted on a FACS-AriaIII (Becton Dickinson) running BD FACS Diva software. Stromal cells were isolated from B-ALL by gating for mCherry-negative cells following isolation of live singlets. Cells were collected and centrifuged at 500 × *g*, then supernatant was aspirated. Cells were snap-frozen in liquid nitrogen. Cells were thawed on ice and RNA was isolated using the RNeasy Isolation Kit (Qiagen, 74134) according to the manufacturer’s instructions.

### RNA sequencing, data processing, and analysis

RNA libraries were prepared using the NEB Ultra II ribodepletion kit (E6310) according to the manufacturer’s instructions. Libraries were sequenced using an Illumina NovaSeq 6000 to a depth of ~2 × 10^7^ single-ended reads per sample with a read length of 75 nucleotides. Reads were aligned to the mm10 genome, and transcript abundance was quantified using salmon (version 1.3.0). Salmon quant command was executed with the following flags: --validateMappings --gcBias --seqBias. Read counts were normalized and differentially expressed genes were identified using the DESeq2 R package (version 1.28.1). The DESeq command was executed with default options. Genes with >10 read counts were rank-listed by t-statistic, and GSEA analysis of the pre-ranked gene list was performed using the clusterProfiler R package (version 3.16.1). The GSEA command was executed with the following options: eps = 0.0 and TERM2GENE = msigdb cancer hallmark gene set.

### Statistics and reproducibility

GraphPad Prism9 software (GraphPad Software, Inc.) or Microsoft Excel were used to perform statistical analysis. Respective tests are indicated in the figure legends. Error bars represent mean ± SEM, unless noted otherwise. Log-rank (Mantel-Cox) tests were used to compare Kaplan–Meier survival curves. Immune infiltration between WT and IL-6 KO samples was analyzed by a two-tailed Student’s *t*-test. For all statistical tests, α was limited to 0.05 and *p* < 0.05 was considered statistically significant. Boxplots show the median as the center lines, upper and lower quartiles as box limits, and whiskers represent maximum and minimum values. If present, outliers were included in the reported data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The gene expression datasets generated during the current study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO)^50^, and are accessible through GEO Series with the following accession number: GSE184107. The remaining data are available within the article, supplementary information, and provided source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Microenvironmental IL-6 inhibits anti-cancer immune responses generated by cytotoxic chemotherapy
**Source:** Nat Commun. 2021 Oct 28;12:6218. doi: 10.1038/s41467-021-26407-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

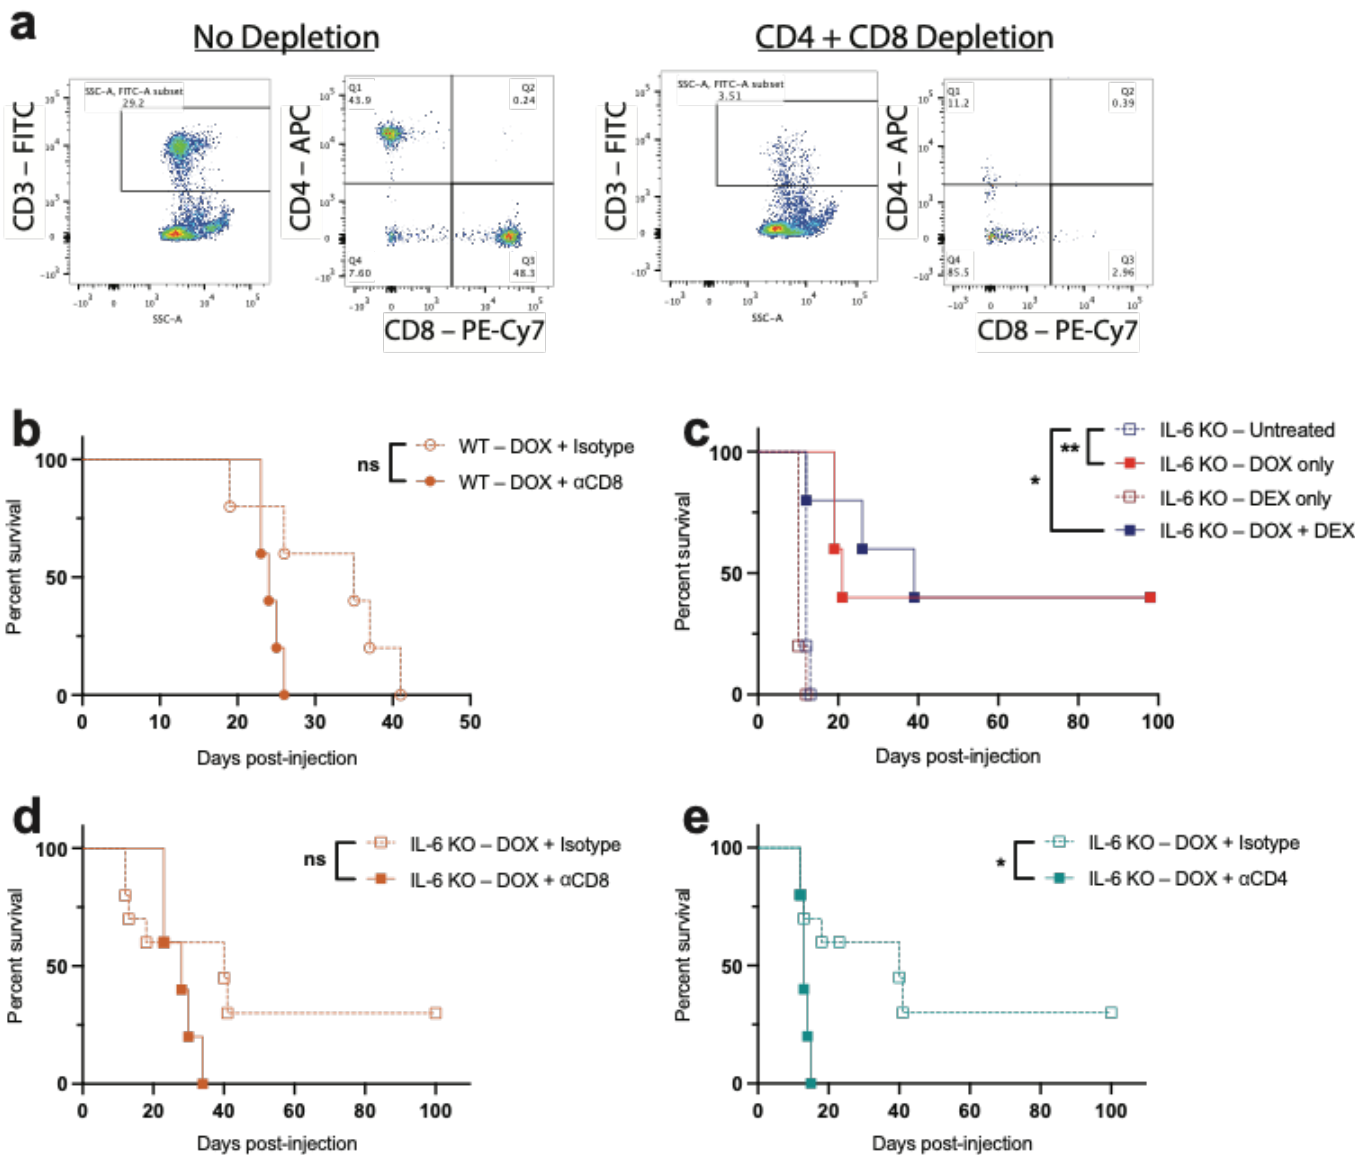

**Supplementary Figure 1 | Doxorubicin and CD8/CD4 T-cell depletion treatments in WT and IL-6 KO mice.** **a**, Flow cytometry analysis of peripheral blood samples from isotype control injected or T-cell depleted mice to confirm the efficacy of depletion. **b**, A Kaplan-Meier survival curve showing leukemic WT mice, treated with DOX and either CD8<sup>+</sup> T-cell depleted or not-depleted. n = 5 per cohort. **c**, A Kaplan-Meier survival curve showing leukemic IL-6 KO mice, treated with DOX and/or dexamethasone (DEX). n = 5 per cohort. \*p = 0.0128 between IL-6 KO-untreated and IL-6 KO-DOX + DEX, \*\*p = 0.0016 between IL-6 KO-untreated and IL-6 KO-DOX only. **d-e**, A Kaplan-Meier survival curve showing leukemic IL-6 KO mice, treated with DOX and either CD8<sup>+</sup> T-cell depleted, CD4<sup>+</sup> T-cell depleted, or not-depleted. n = 5 per cohort, except n = 10 for IL-6 KO-isotype. \*p = 0.0249 in panel (e). Log-rank (Mantel-Cox) tests were used to compare Kaplan-Meier survival curves. Source data are provided as a 'Source Data' file.

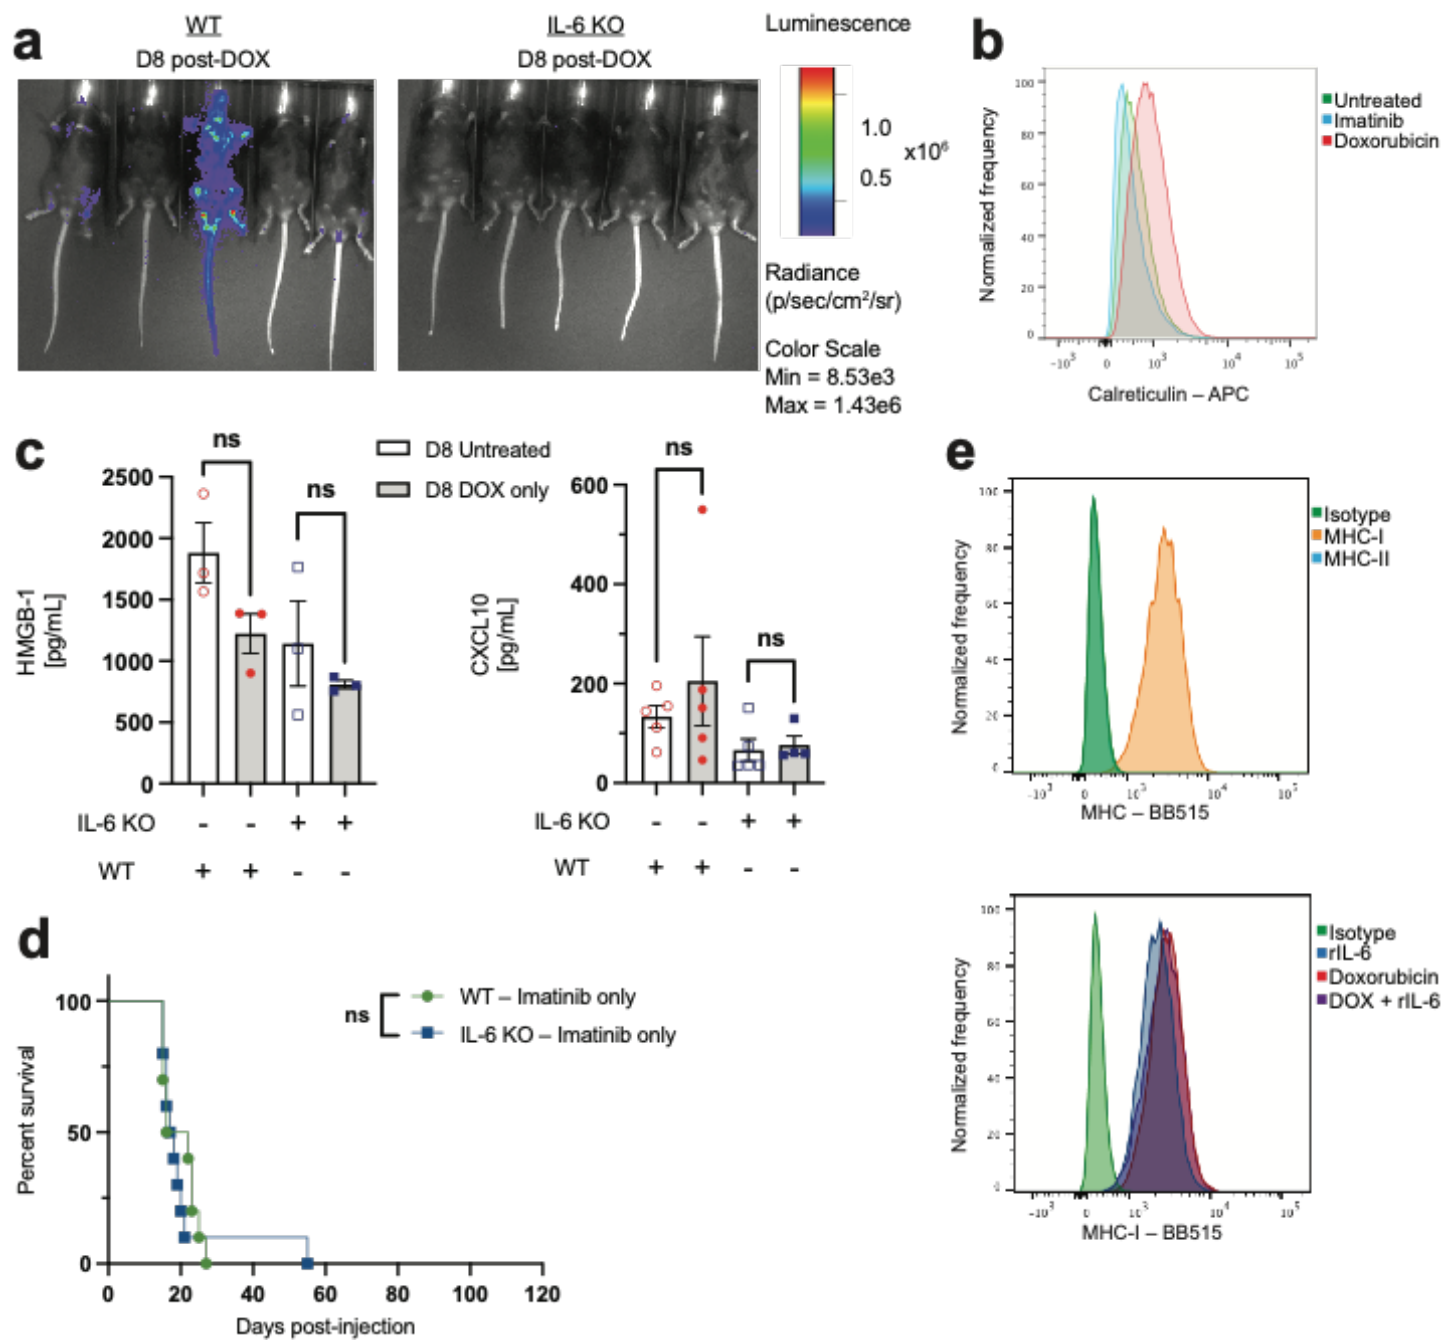

**Supplementary Figure 2 | Doxorubicin treatments and characterization of immunogenic cell death markers in B-ALL bearing WT and IL-6 KO mice.** **a**, IVIS images showing WT or IL-6 KO mice with leukemia burden, monitored by bioluminescent imaging. **b**, A flow cytometry plot showing calreticulin expression on the surface of leukemia cells cultured *in vitro*. Cells were treated with doses that induce similar killing between both drugs and stained 18 hours after treatment initiation. **c**, Left, a graph showing the concentration of HMGB-1 present in the bone marrow of B-ALL bearing mice.  $n = 3$  per cohort. Right, a graph showing the concentration of CXCL10 in the bone marrow of B-ALL bearing mice.  $n = 5$  per cohort, except  $n = 4$  for IL-6 KO-DOX only. Data is represented as mean  $\pm$  SEM. Shown Ns are biological replicates from 1 independent experiment.  $ns > 0.05$  by Ordinary one-way ANOVA test. **d**, A Kaplan-Meier survival curve showing leukemic WT or IL-6 KO mice, either treated with imatinib or untreated.  $n = 10$  per cohort. Data from 2 independent experiments is shown. Log-rank (Mantel-Cox) test. **e**, Above, a flow cytometry plot showing surface expression of MHC class I and II on leukemia cells pre-treatment *in vitro*. Histograms for MHC-II and isotype control-stained cells are overlaid. Below, a flow cytometry plot showing surface expression of MHC class I on leukemia cells after treatment with doxorubicin and/or rIL-6, *in vitro*. Data is representative of 2 independent experiments with 1 replicate per group, per experiment. D8 = Day 8. Source data are provided as a 'Source Data' file.

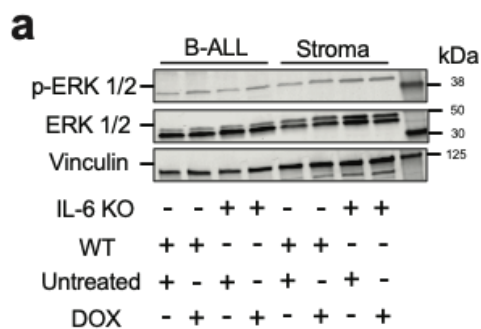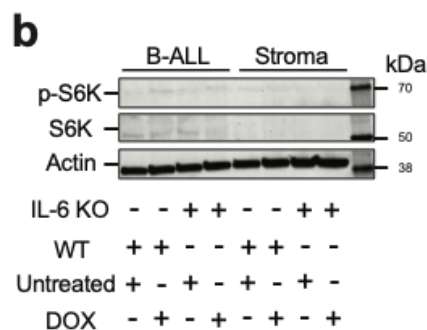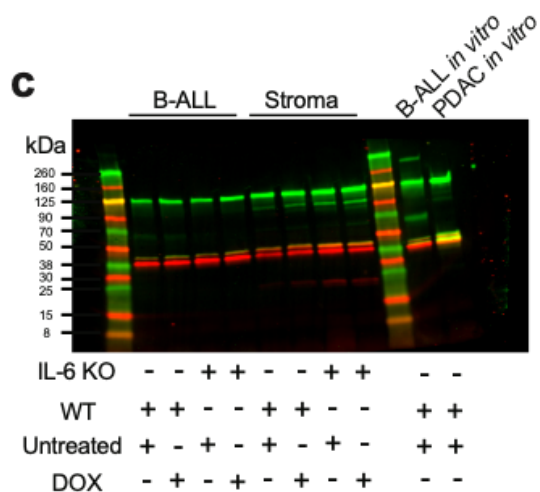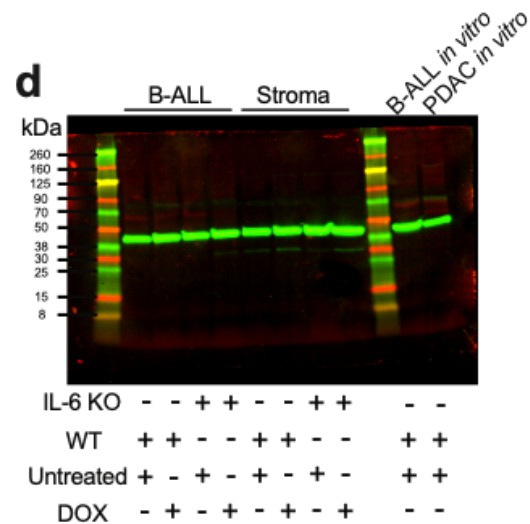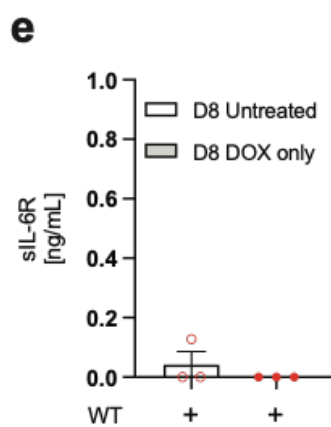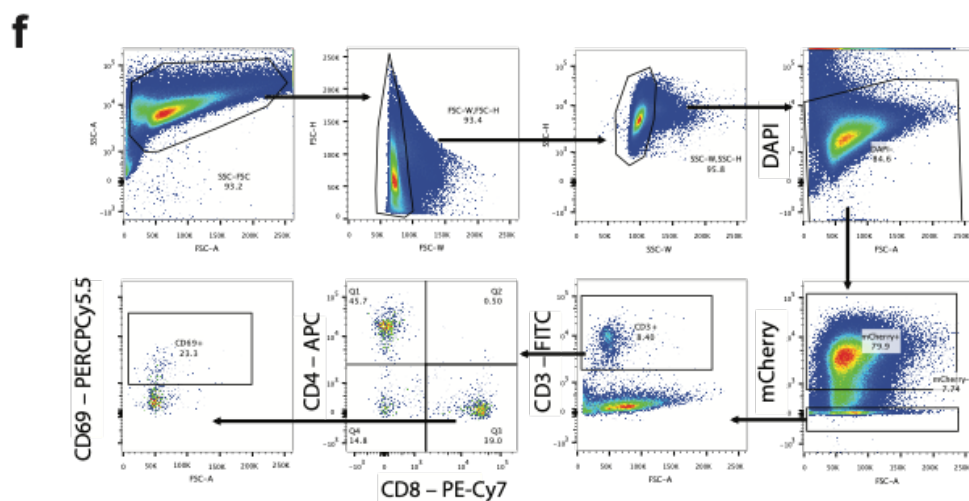

**Supplementary Figure 3 | IL-6 downstream signaling characterization and identification of immune infiltrates.** **a**, ERK 1/2 activity as assessed by Western blot analysis 24 hours after DOX treatment in B-ALL and stroma samples from WT and IL-6 KO mice. **b**, S6K activity as assessed by Western blot analysis 24 hours after DOX treatment in B-ALL and stroma samples from WT and IL-6 KO mice. Representative blots of 4 biological replicates per sample for both **(a)** and **(b)**. **c-d**, Full overlayed Western blots with marks of protein size for blots shown in **(a)** and **(b)**, respectively. **e**, A graph showing the concentration of sIL-6R present in the bone marrow of WT B-ALL bearing mice. Data is represented as mean  $\pm$  SEM. Shown Ns are biological replicates from 1 independent experiment. **f**, Flow cytometry analysis for the identification of T-cell subsets. Source data are provided as a 'Source Data' file.

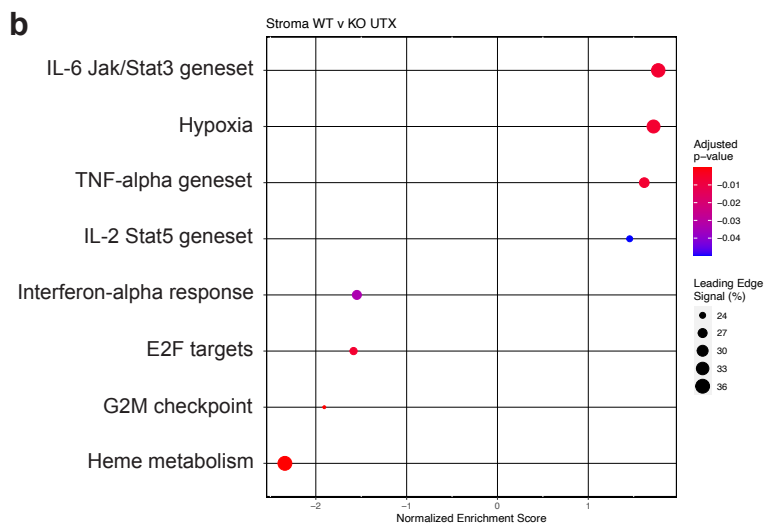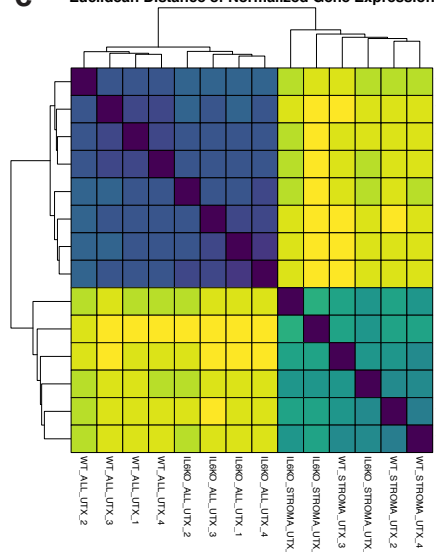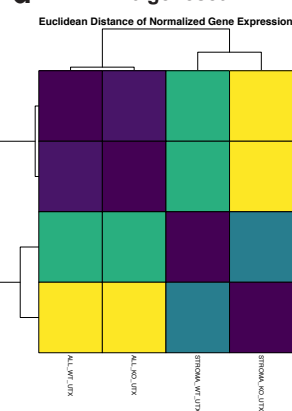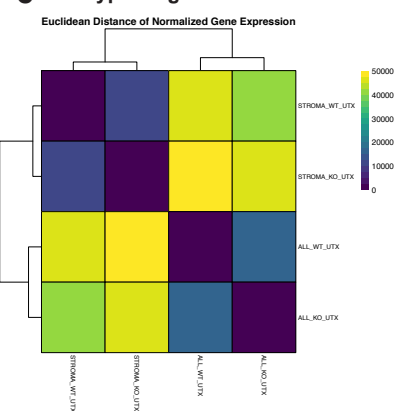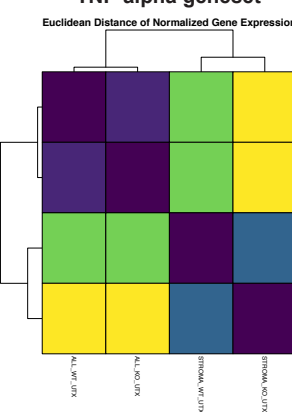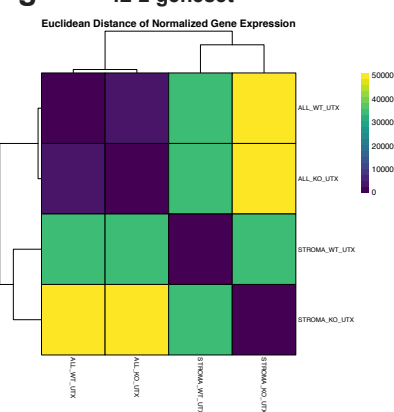

**Supplementary Figure 4 | RNA-sequencing from bone marrow.** **a**, Schematic outline of experiment to isolate bone marrow stromal and leukemia cells from WT and IL-6 KO mice for RNA-sequencing. 500,000 cells per mouse were injected and mice sacrificed 8 days later, bone marrow collected and mCherry<sup>+</sup> leukemia cells, and mCherry<sup>-</sup> stromal cells, sorted and RNA isolated for RNA-sequencing. **b**, GSEA analysis of differential gene expression in stroma from IL-6 KO relative to wild-type samples using the MSigDB GO cancer Hallmarks collection. All significant results (adjusted p-value<0.05) are included and sorted by normalized enrichment score, and rank-listed by t-statistic. Dot size corresponds to the fraction of the gene set in the leading-edge signal. Color corresponds to adjusted p-value. **c**, Euclidean distance between global normalized gene expression. **d-g**, Euclidean distance between mean sample gene expression for enriched gene sets within the GSEA GO Hallmarks collection.

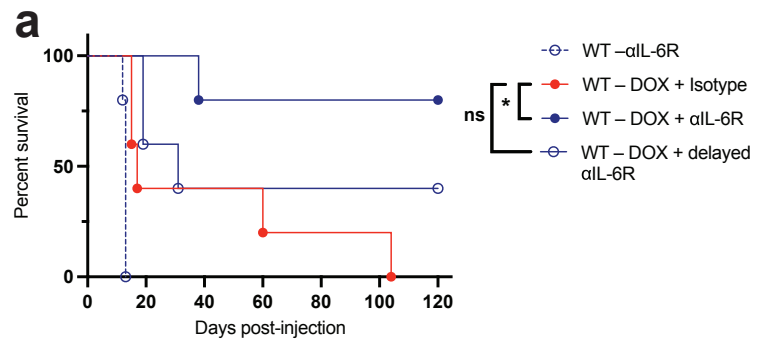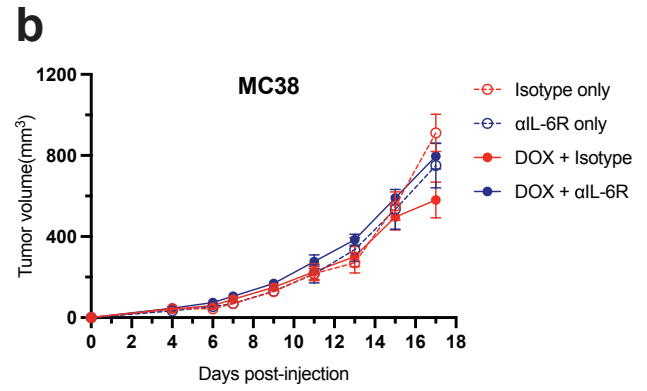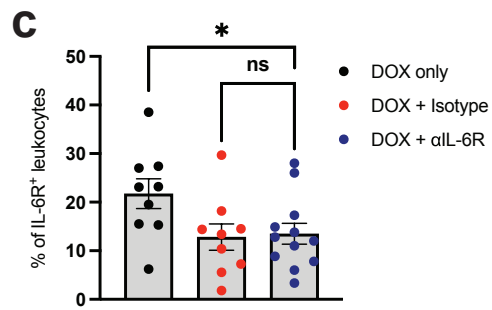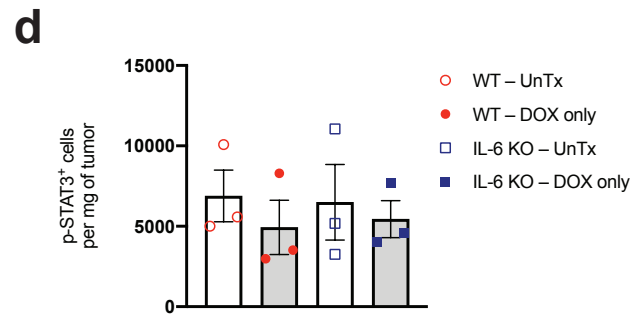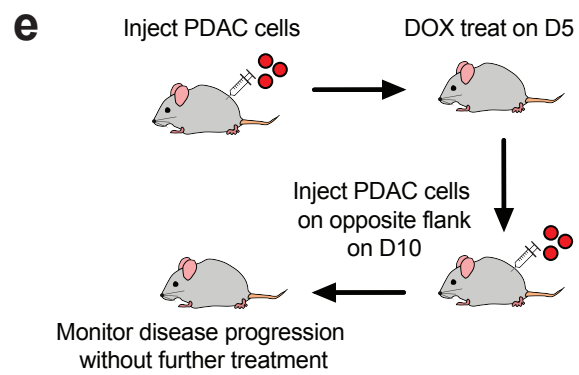

**Supplementary Figure 5 |  $\alpha$ IL-6R treatment optimization.** **a**, A Kaplan-Meier survival curve showing WT mice that underwent treatment optimization with therapeutic antibodies against IL-6R. Treatment for all groups started on Day 3 after leukemia transplantation and continued for every other day. Mice on the 'DOX + delayed  $\alpha$ IL-6R' group received inhibitor treatment starting on Day 7 after leukemia transplant and continued for every other day. n = 5 per cohort. \*p = 0.0126 by Log-rank (Mantel-Cox) test. **b**, A graph showing MC38 tumor burden in WT mice treated with DOX and either an IL-6R blocking antibody or isotype control. n = 5 per cohort. Data is represented as mean  $\pm$  SEM. **c**, A graph showing IL-6R expression percentages in the dissociated PDAC tumors from the indicated treatment groups. Data was quantified by flow cytometry, and is represented as mean  $\pm$  SEM. n = 9 per cohort, except n = 12 for DOX +  $\alpha$ IL-6R. \*p = 0.0339 by two-tailed Student t-test. **d**, A graph showing the total number of p-STAT3 positive cells per mg of PDAC tumor in the indicated treatment groups. Data was quantified by flow cytometry, and is represented as mean  $\pm$  SEM. n = 3 per cohort. **e**, Schematic outline of IL-6 KO mice previously treated with DOX, re-transplanted with PDAC cells, and then tumor burden progression monitored in the absence of further treatment. Data in panels (**b-d**) is represented as mean  $\pm$  SEM. D5 = Day 5, D10 = Day 10. Source data are provided as a 'Source Data' file.

| Table BM                                                    | Untreated |         | D2 post-DOX        |                    |
|-------------------------------------------------------------|-----------|---------|--------------------|--------------------|
| Immune Cell Population in BM<br>(Percent of mCherry- cells) | WT        | IL-6 KO | WT                 | IL-6 KO            |
| <b>T Cells</b>                                              |           |         |                    |                    |
| 1) CD3+                                                     | 3.36      | 2.94    | 7.84 <sup>a</sup>  | 8.10 <sup>b</sup>  |
| 2) CD3+ CD4+                                                | 1.80      | 1.42    | 3.22 <sup>c</sup>  | 3.40 <sup>d</sup>  |
| 3) CD3+ CD4+ CD69+                                          | 0.41      | 0.28    | 0.67               | 0.58 <sup>e</sup>  |
| 4) CD3+ CD4+ CD25+                                          | 0.15      | 0.11    | 0.13               | 0.19 <sup>f</sup>  |
| 5) CD3+ CD8+                                                | 0.40      | 0.50    | 2.62 <sup>g</sup>  | 3.18 <sup>h</sup>  |
| 6) CD3+ CD8+ CD69+                                          | 0.30      | 0.33    | 0.87 <sup>i</sup>  | 0.93 <sup>j</sup>  |
| <b>Dendritic Cells</b>                                      |           |         |                    |                    |
| 7) CD11c+ MHCII+                                            | 1.80      | 1.70    | 3.43               | 3.21 <sup>k</sup>  |
| 8) CD11c+ MHCII+ CD11b+                                     | 1.27      | 1.05    | 2.24 <sup>l</sup>  | 1.88               |
| 9) CD11c+ MHCII+ CD11b+ CD86+                               | 0.51      | 0.46    | 0.77               | 0.67               |
| 10) CD11c+ MHCII+ CD11b-                                    | 0.96      | 0.76    | 1.91               | 1.37               |
| 11) CD11c+ MHCII+ CD11b- CD86+                              | 0.27      | 0.24    | 0.66               | 0.51               |
| 12) CD11c+ MHCII+ CD11b- CD103+                             | 0.51      | 0.41    | 0.64               | 0.82               |
| 13) CD11c+ MHCII+ CD11b- CD103+<br>CD86+                    | 0.22      | 0.17    | 0.26               | 0.38               |
| <b>Macrophages</b>                                          |           |         |                    |                    |
| 14) F480+ CD11b+ Gr-1-                                      | 1.60      | 1.65    | 1.19 <sup>m</sup>  | 1.32               |
| 15) F480+ CD11b+ Gr-1- MHCII+                               | 0.25      | 0.20    | 0.48 <sup>n</sup>  | 0.42 <sup>o</sup>  |
| <b>Neutrophils</b>                                          |           |         |                    |                    |
| 16) F480- CD11b+ Gr-1+                                      | 21.31     | 27.90   | 37.67 <sup>p</sup> | 39.00 <sup>q</sup> |

**Supplementary Table 1 | Quantification of bone marrow immune infiltration before and after doxorubicin treatment.** The average representation of immune cell subsets in the bone marrow of WT and IL-6 KO mice before and after treatment. Superscripts denote  $p < 0.05$  compared to untreated sample of the same genetic background. Analyzed by two-tailed Student t-test. Superscripts corresponding exact p-values: a = 0.0142, b < 0.0001, c = 0.0044, d < 0.0001, e = 0.0137, f = 0.0059, g = 0.0099, h < 0.0001, i = 0.0032, j = 0.0018, k = 0.019, l = 0.0061, m = 0.0071, n = 0.0271, o = 0.0176, p = 0.0029, and q = 0.0189. Samples in group 4 have: n = 7 for WT-untreated, n = 8 for WT-D2 post-doxorubicin, n = 7 for IL-6 KO-untreated, n = 8 IL-6 KO-D2 post-doxorubicin mice, and show data from 3 independent experiments. Samples in groups 1, 2, 5, 7, 14, and 16 have: n = 7 for WT-untreated, n = 11 for WT-D2 post-doxorubicin, n = 7 for IL-6 KO-untreated, n = 10 IL-6 KO-D2 post-doxorubicin mice, and show data from 4 independent experiments. Samples in groups 3, 6, 8-13, and 15 have: n = 9 for WT-untreated, n = 10 for WT-D2 post-doxorubicin, n = 9 for IL-6 KO-untreated, n = 8 IL-6 KO-D2 post-doxorubicin mice, and show data from 3 independent experiments. There were no significant statistical comparisons between ‘untreated’ and ‘DOX treated’ samples of different genetic backgrounds. Source data are provided as a ‘Source Data’ file.

| Table Spleen                                                    | Untreated |         | D2 post-DOX       |                   |
|-----------------------------------------------------------------|-----------|---------|-------------------|-------------------|
| Immune Cell Population in Spleen<br>(Percent of mCherry- cells) | WT        | IL-6 KO | WT                | IL-6 KO           |
| <b>T Cells</b>                                                  |           |         |                   |                   |
| 1) CD3+                                                         | 17.30     | 17.42   | 19.18             | 19.34             |
| 2) CD3+ CD4+                                                    | 9.74      | 9.08    | 9.85              | 9.53              |
| 3) CD3+ CD4+ CD69+                                              | 0.61      | 0.53    | 1.16 <sup>a</sup> | 1.05 <sup>b</sup> |
| 4) CD3+ CD4+ CD25+                                              | 0.54      | 0.51    | 0.58              | 0.67              |
| 5) CD3+ CD8+                                                    | 5.52      | 6.32    | 6.90              | 7.59              |
| 6) CD3+ CD8+ CD69+                                              | 0.21      | 0.24    | 0.43 <sup>c</sup> | 0.49 <sup>d</sup> |
| <b>Dendritic Cells</b>                                          |           |         |                   |                   |
| 7) CD11c+ MHCII+                                                | 2.26      | 1.86    | 5.13 <sup>e</sup> | 4.60 <sup>f</sup> |
| 8) CD11c+ MHCII+ CD11b+                                         | 0.96      | 0.81    | 1.34 <sup>g</sup> | 1.26 <sup>h</sup> |
| 9) CD11c+ MHCII+ CD11b+ CD86+                                   | 0.41      | 0.37    | 0.60 <sup>i</sup> | 0.61 <sup>j</sup> |
| 10) CD11c+ MHCII+ CD11b-                                        | 1.32      | 1.08    | 3.95 <sup>k</sup> | 3.09 <sup>l</sup> |
| 11) CD11c+ MHCII+ CD11b- CD86+                                  | 0.49      | 0.57    | 0.94 <sup>m</sup> | 1.09              |
| 12) CD11c+ MHCII+ CD11b- CD103+                                 | 0.58      | 0.52    | 1.24              | 1.55              |
| 13) CD11c+ MHCII+ CD11b- CD103+<br>CD86+                        | 0.22      | 0.18    | 0.46              | 0.55              |
| <b>Macrophages</b>                                              |           |         |                   |                   |
| 14) F480+ CD11b+ Gr-1-                                          | 0.57      | 0.82    | 0.83 <sup>n</sup> | 0.85              |
| 15) F480+ CD11b+ Gr-1- MHCII+                                   | 0.29      | 0.33    | 0.41 <sup>o</sup> | 0.44              |
| <b>Neutrophils</b>                                              |           |         |                   |                   |
| 16) F480- CD11b+ Gr-1+                                          | 2.04      | 2.19    | 0.82 <sup>p</sup> | 0.81 <sup>q</sup> |

**Supplementary Table 2 | Quantification of spleen immune infiltration before and after doxorubicin treatment.** The average representation of immune subsets in the spleen of WT and IL-6 KO mice before and after treatment. Superscripts denote  $p < 0.05$  compared to untreated sample of the same genetic background. Analyzed by two-tailed Student t-test. Superscripts corresponding exact p-values: a = 0.0244, b = 0.0062, c = 0.0235, d = 0.0028, e = 0.0014, f = 0.0003, g = 0.0034, h < 0.0001, i = 0.002, j = 0.001, k = 0.0232, l = 0.0182, m = 0.0208, n = 0.0289, o = 0.0132, p = 0.002, and q = 0.0118. Samples in group 1, 2, 5, and 7 have: n = 12 for WT-untreated, n = 14 for WT-D2 post-doxorubicin, n = 12 for IL-6 KO-untreated, n = 12 IL-6 KO-D2 post-doxorubicin mice, and show data from 4 independent experiments. Samples in groups 14, 15, and 16 have: n = 12 for WT-untreated, n = 13 for WT-D2 post-doxorubicin, n = 12 for IL-6 KO-untreated, n = 12 IL-6 KO-D2 post-doxorubicin mice, and show data from 4 independent experiments. Samples in groups 3, 4, 6, and 8-13 have: n = 9 for WT-untreated, n = 10 for WT-D2 post-doxorubicin, n = 9 for IL-6 KO-untreated, n = 9 IL-6 KO-D2 post-doxorubicin mice, and show data from 3 independent experiments. There were no significant statistical comparisons between ‘untreated’ and ‘DOX treated’ samples of different genetic backgrounds. Source data are provided as a ‘Source Data’ file.

# Supplementary material for: Microenvironmental IL-6 inhibits anti-cancer immune responses generated by cytotoxic chemotherapy
**Source:** Nat Commun. 2021 Oct 28;12:6218. doi: 10.1038/s41467-021-26407-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No custom software or instrument was used for data collection in this study. Data was collected with the following tools: Illumina NovaSeq 6000, BD FACSDiva, Odyssey CLx (LI-COR imaging system), and IVIS Spectrum-bioluminescence and fluorescence imaging system (Perkin Elmer). |
| Data analysis   | No custom software or code was used for data analysis in this study. Data was analyzed with the following tools: Microsoft Excel, GraphPad Prism9, FlowJo, Salmon (version 1.3.0), DESeq2 (version 1.28.1), R (version 3.16.1), GSEA analysis, and Living Image software.            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets and analysis generated during the current study are available as a 'Source Data' file. The gene expression datasets generated during this study is available from the National Center for Biotechnology Information Gene Expression Omnibus (GEO), and are accessible through GEO Series with the following accession number: GSE184107.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | When possible, cohorts of 5 mice per cage were used. Key findings were repeated in multiple independent experiments, as noted in figure legends. No sample size calculation was performed. Sample sizes are chosen with the intent to have equal number of animals per group. Due to age gaps or sex differences of available mice, some experiments have slightly different sample size numbers. However, the use of slightly distinct mouse numbers does not preclude robust statistical comparisons, especially when the recorded observations remain true across independent experiments/repetitions. |
| Data exclusions | No data was excluded from the analysis. If present, outliers were included in the reported data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Key findings were repeated in multiple independent experiments, as noted in figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | Randomization of animal cohorts was performed before transplantation of disease and before the start of any treatment. For other experiments using mouse harvested tissues/cells, allocation of samples was based on mice cohort conditions. For experiments using cells in vitro, sample allocation was also determined on group/treatment conditions. Key findings were repeated with independent experiments.                                                                                                                                                                                          |
| Blinding        | When able, the experimenter was blinded to the individual mice being examined, although this was not performed in all experiments. Researchers were specifically blinded when collecting IVIS-bioluminescence data, with samples typically being handled for imaging by one scientist and data processing performed by another. Similarly, for immuno-phenotyping experiments by flow cytometry, one scientist typically processed and prepared samples, while the results were properly labeled and assigned by another.                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | CD3-FITC (17A2, BioLegend #100204; 1:100), CD4-APC (RM4-5, BD Biosciences #561091; 1:100), CD4-APC-Cy7 (GK1.5, BioLegend #100414; 1:100), CD8-PE-Cy7 (53-6.7, BD Biosciences #552877; 1:100), CD25-APC-Cy7 (PC61, BioLegend #102026; 1:100), CD69-PerCP-Cy5.5 (H1.2F3, BioLegend #104522; 1:100), CD11c-FITC (HL3, BD Biosciences #553801; 1:100), CD103-PerCP-Cy5.5 (2E7, BioLegend #121416; 1:100), CD86-APC (GL-1, BioLegend #105012; 1:100), MHC-II-APC-Cy7 (M5/114.15.2, BioLegend #107628; 1:100), MHC-II-PerCP-Cy5.5 (M5/114.15.2, BioLegend #107626; 1:100), CD11b-PE-Cy7 (M1/70, BioLegend #101216; 1:100), F4/80-APC (BM8, BioLegend #123116; 1:100), Gr-1-FITC (RB6-8C5, eBioscience #50-991-9; 1:100), IL-6R-APC (D7715A7, BioLegend #115812; 1:100), PD-1-BV421 (29F.1A12, BioLegend #135217; 1:100), MHC-I-FITC (34-1-2S, Abcam #ab95572; 1:100), MHC-II-FITC (M5/114, Abcam #ab239229; 1:100), PD-L1-PE-Cy7 (10F.9G2, BioLegend #124314; 1:100), p-STAT3 (Tyr705, D3A7, Cell Signaling Technology #4323S; 1:25), IgG-isotype control (DA1E, Cell Signaling Technology #2975S; 1:25), CD3-BV605 (17A2, BioLegend #100237; 1:100), Zombie Aqua Fixable Viability Dye (BioLegend #423102; 1:100), anti-actin (13E5, Cell Signaling Technology #4970S; 1:1000), anti-S6K (R&D Systems #AF8964; 1:200), anti-p-S6K (Thr389, Cell Signaling Technology #9205S; 1:1000), anti-vinculin (E1E9V, Cell Signaling Technology #13901S; 1:1000), anti-ERK (W15133B, BioLegend #686902; 1:1000), anti-p-ERK (Thr202/Tyr204, Cell Signaling Technology #9101S; 1:1000), anti-rat IRDye 680RD (LI-COR #926-68076; 1:5000), anti-rabbit IRDye 800CW (LI-COR #926-32211; 1:5000), anti-goat IRDye 680RD (LI-COR #926-68074; 1:5000), anti-rabbit IRDye 800CW (LI-COR #926-32213; 1:5000), CD4 (GK1.5, BioXCell #BE0003-1), CD8 (2.43, BioXCell), PD-L1 (10F.9G2, BioXCell), IL-6R Ab (15A7, BioXCell), and Rat IgG2b-isotype control (LTF-2, BioXCell). |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CD3–FITC (17A2, BioLegend #100204) website validation: 101 citations, splenocytes from C57BL/6 mice successfully stained with 17A2 FITC.

CD4–APC (RM4-5, BD Biosciences #561091) website validation: 14 citations, splenocytes successfully stained.

CD4–APC–Cy7 (GK1.5, BioLegend #100414) website validation: 64 citations, splenocytes from C57BL/6 mice successfully stained.

CD8–PE–Cy7 (53-6.7, BD Biosciences #552877) website validation: 24 citations, routinely tested in flow cytometry applications.

CD25–APC–Cy7 (PC61, BioLegend #102026) website validation: 23 citations, splenocytes from C57BL/6 mice successfully stained.

CD69–PerCP–Cy5.5 (H1.2F3, BioLegend #104522) website validation: 21 citations, PMA + ionomycin stimulated splenocytes from C57BL/6 mice successfully stained.

CD11c–FITC (HL3, BD Biosciences #553801) website validation: 8 citations, splenocytes successfully stained.

CD103–PerCP–Cy5.5 (2E7, BioLegend #121416) website validation: 28 citations, splenocytes from C57BL/6 mice successfully stained.

CD86–APC (GL-1, BioLegend #105012) website validation: 35 citations, LPS stimulated splenocytes from C57BL/6 mice successfully stained.

MHC-II–APC–Cy7 (M5/114.15.2, BioLegend #107628) website validation: 48 citations, splenocytes from C57BL/6 mice successfully stained.

MHC-II–PerCP–Cy5.5 (M5/114.15.2, BioLegend #107626) website validation: 36 citations, splenocytes from C57BL/6 mice successfully stained.

CD11b–PE–Cy7 (M1/70, BioLegend #101216) website validation: 156 citations, bone marrow cells from C57BL/6 mice successfully stained.

F4/80–APC (BM8, BioLegend #123116) website validation: 213 citations, thioglycolate-elicited macrophages from BALB/c mice successfully stained.

Gr-1–FITC (RB6-8C5, eBioscience #50-991-9) website validation: splenocytes and bone marrow cells successfully stained.

IL-6R–APC (D7715A7, BioLegend #115812) website validation: 4 citations, mouse myeloma FO cells successfully stained.

PD-1–BV421 (29F.1A12, BioLegend #135217) website validation: 20 citations, Con-A and IL-2 stimulated splenocytes from C57BL/6 mice successfully stained.

MHC-I–FITC (34-1-2S, Abcam #ab95572) website validation: 1 citation, splenocytes successfully stained.

MHC-II–FITC (M5/114, Abcam #ab239229) website validation: splenocytes successfully stained.

PD-L1–PE–Cy7 (10F.9G2, BioLegend #124314) website validation: 14 citations, splenocytes from C57BL/6 mice successfully stained.

p-STAT3 (Tyr705, D3A7, Cell Signaling Technology #4323S) website validation: 5 citations, Jurkat cells stimulated with IFN-alpha successfully stained.

IgG-isotype control (DA1E, Cell Signaling Technology #2975S) website validation: 22 citations, used as control in experiments with Jurkat cells stimulated with IFN-alpha.

CD3–BV605 (17A2, BioLegend #100237) website validation: 26 citations, splenocytes from C57BL/6 mice successfully stained.

Zombie Aqua Fixable Viability Dye (BioLegend #423102) website validation: 173 citations, day-old splenocytes, either fixed or unfixed, successfully stained.

anti-actin (13E5, Cell Signaling Technology #4970S) website validation: 3,054 citations, Western blot analysis of recombinant actin isoforms successfully stained.

anti-S6K (R&D Systems #AF8964) website validation: Western blot analysis of human breast cancer cell line, HeLa cells, and NIH-3T3 mouse cell line successfully stained.

anti-p-S6K (Thr389, Cell Signaling Technology #9205S) website validation: 1,218 citations, Western blot analysis of HeLa, COS, C6, and NIH-3T3 cell lines successfully stained.

anti-vinculin (E1E9V, Cell Signaling Technology #13901S) website validation: 143 citations, Western blot analysis of various cell lines successfully stained.

anti-ERK (W15133B, BioLegend #686902) website validation: 1 citation, Western blot analysis of 293T cells exposed to various conditions successfully stained.

anti-p-ERK (Thr202/Tyr204, Cell Signaling Technology #9101S) website validation: 5,715 citations, Western blot analysis of mouse embryonic fibroblasts exposed to various conditions successfully stained.

CD4 (GK1.5, BioXCell #BE0003-1) website validation: 17 citations, reported applications include CD4+ T-cell depletion.

CD8 (2.43, BioXCell #BE0061) website validation: 17 citations, reported applications include CD8+ T-cell depletion.

PD-L1 (10F.9G2, BioXCell #BE0101) website validation: 18 citations, reported applications include in vivo PD-L1 blockade.

IL-6R Ab (15A7, BioXCell #BE0047) website validation: 5 citations, reported applications include in vivo blockade of IL-6/IL-6R signaling.

Rat IgG2b-isotype control (LTF-2, BioXCell #BE0090) website validation: 15 citations, reacts with a protein not expressed by mammals making it ideal for use as an isotype control.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

Luciferase+ BCR-ABL+ B-ALL murine cells were a gift from Richard Williams (Proc. Natl. Acad. Sci. USA 103, 2006). PDAC murine cells were isolated from autochthonous tumors and a gift from Matthew Vander Heiden Lab. Autochthonous model was generated in the David A. Tuveson Lab. (Cancer Cell, 2005). MC38 or Colon 38 cells were acquired from the Developmental Therapeutics Program Tumor Repository at Frederick National Laboratory.

Authentication

The cell lines were not independently authenticated.

Mycoplasma contamination

Cells regularly tested negative for Mycoplasma detection (MycoAlert Plus kit, Lonza).

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

C57BL/6J and C57BL/6J IL-6<sup>-/-</sup> mice, 6-8 week-old, were purchased from Jackson Laboratory and breeding colony maintained (RRID: IMSR\_JAX:000664, and IMSR\_JAX:002650). Both female and male sexes were used. Food (ProLab RMH 3000) and water were given ad libitum. Animals were housed at 68-72 °F, with a relative humidity of 30-70%, and a dark/light cycle of 12/12 hours.

Wild animals

This study did not involve wild animals.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

Koch Institute and the Massachusetts Institute of Technology Department of Comparative Medicine approved all procedures and animal handling of the study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Leukemic mice were sacrificed 8 days post-injection (untreated), 2 days after doxorubicin, or 7 days post-treatment for analysis of immune-cell infiltration in bone marrow and spleen. Bone-marrow cells from WT and IL-6 KO mice were extracted by crushing both femurs and tibias with mortar and pestle in RBC Lysing Buffer (Sigma) for 5 minutes and re-suspended in 3% FBS-PBS (FACS Stain buffer). Splenic cells were extracted by crushing the spleen between glass slides into RBC Lysing Buffer. Bone marrow and splenic cells from WT and IL-6 KO mice were extracted as described above, fixed in 3 or 4% paraformaldehyde, stained with primary p-STAT3.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | FACS-AriaIII (Becton Dickinson), and LSRII HTS flow cytometer (Becton Dickinson).                                                                                                                                                                                                                                                                                                                                      |
| Software                  | BD FACSDiva Software was used for collection of the data and FlowJo Software for analysis.                                                                                                                                                                                                                                                                                                                             |
| Cell population abundance | Quantified as proportion of parent population, as proportion of total or absolutely with use of counting beads. mCherry+ B-ALL cells were sorted twice on a FACS-AriaIII (Becton Dickinson) to get a pure mCherry+ population.                                                                                                                                                                                         |
| Gating strategy           | Population of interest is first identified from a FSC-A and SSC-A plot. Single cells are then gated for both height and width from SSC and FSC plots. A live/dead exclusion dye is used to identify live population of cells and then gating is performed around fluorophores/markers of interest. Single stain controls were used to identify positive from negative stained cells and to set gates and compensation. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

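RNA from mCherry+ B-ALL cells (tumor) and mCherry- cells (stroma), sorted from the bone marrow of untreated WT and IL-6 KO mice 8 days after injection of 500000 cells, was sequenced by the authors in 4 libraries per genotype and compartment. The samples were grouped by the genotype, compartment and replicate number in their labels, and all of them were used.

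The authors aligned the reads to mm10, quantified transcripts with salmon with corrections for GC content and sequence bias, normalized the estimated counts with DESeq2 and tested the genotypes with its default options. For each compartment they deposited a table of normalized counts, which are a scaled signal and not whole reads. The authors deposited their DESeq2 results for each compartment as well, in which the mean is on the scale of the normalized counts, the fold change is a log2 of IL-6 KO over WT, the Wald statistic is a score, and the p-value and adjusted p-value are two-sided. The mean in the authors' results was checked against the normalized counts of the same compartment, and the direction of the fold change against the genotypes. The paper gives an approximate depth for all samples, and the depth of each library is not given by these values, so no interval that needs a read count was computed. Whole reads could not be recovered.

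The normalized counts were tested with limma 3.58.1 in R 4.3.3 as log2(normalized count + 1), with moderated variances that follow the mean, on genes with a mean normalized count over 10 in the table, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genotype was the only term. Stroma and tumor were tested in separate fits, and an interaction of genotype and compartment was not fitted. Gene symbols, types, positions and transcript sequences came from GENCODE vM21 on GRCm38, in which 13338 of 13344 stroma identifiers and 15069 of 15080 tumor identifiers were found. The Hallmark sets of MSigDB were not used here. In their place, 10 pathway lists and 10 cell type lists were written from general knowledge, and their enrichment was tested with fgsea 1.28.0 (multilevel, eps 0) on limma's moderated t, adjusted over the lists of each kind. Euclidean distances used normalized counts over all genes, and their ratios were tested by exact permutation of the genotypes over the 35 splits of 8 libraries. Genes within 20 Mb of Il6 on chromosome 5 were compared with the rest by Fisher's exact test. Near-identical copies were found with BLAST 2.17.0 as transcripts of another gene with at least 97% identity over at least 150 nucleotides. Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for the annotation, the copies and the figures.

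The genes named in the text were those the paper names, up to 5 genes per compartment and direction with the smallest p among those with an adjusted p under 0.05, a mean of at least 50 and no overlap of the genotypes, and up to 6 members of each pathway list with the smallest adjusted p. Results for 3 of the genes that this rule gives are not reported here. Rn7s1, CT010467.1, Gm26917 and the genes in the closing section that fall outside this rule were chosen after their values were seen. Of the genes the paper names, Il6, Pdcd1, Il10, Il12b, Csf2, Cdkn2a and Rag2 in stroma and Il6, Cxcl10, Il10, Il12b, Il15 and Csf2 in tumor were not analysed here.

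The tests were tried first on simulated data, in which 200 genes were changed by a log2 fold change of 2. The test recovered 39 of the changed genes in stroma, with 3 false calls among 11748 genes, and 174 in tumor, with 12 false calls among 14244 genes. The alternatives tried were pseudocounts of 0.5 and 5, other filters on low values, quantile normalization, centring on each library's median, array weights, the replicate number as a block, each library left out in turn, camera with a correlation of 0.01, fry, the authors' Wald statistic, distances on the log2 scale or without the 20 genes with the largest mean, and windows of 5 and 40 Mb around Il6. The removal of each library's trend with GC content and transcript length (a loess fit with a span of 0.3), the distances without Rn7s1 or without Rn7s1 and CT010467.1, and the lists without neutrophil and erythroid genes were added after the values were seen. Tests by edgeR and DESeq2 need whole reads and were not run.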

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

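Of the tests below, those of the 35 splits for changed genes, of B lineage genes, of Y-linked genes and of genes near Il6 were set before their results were seen, and the others were chosen after. Of 220 groups of 4 values (library measures, list means and named genes), 19 had a library far from the other 3, where chance alone gives about 11 (1 in 20 groups).

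Among stroma libraries, IL-6 KO stroma 4 was far from the other IL-6 KO libraries, with 10.9% of its normalized counts on Rn7s1 and 61.5% on the ribosomal RNA CT010467.1. Of the 6 other ribosomal RNA genes with a mean over 10, 5 were highest in this library, where chance gives 0.75, and n-R5s100 had a count of 4399 against at most 376 elsewhere. Ribosomal RNA left after depletion is therefore a candidate explanation. IL-6 KO tumor 2 held 0.0370% on CT010467.1. Il6st was far from the others in the same libraries (386 in IL-6 KO stroma 4 and 740.4 in IL-6 KO tumor 2), and in IL-6 KO tumor 2 also Calr (27051), Vegfa (4264) and Csf2rb (3096). Whether library quality or the mouse accounts for these genes was not tested.

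The other libraries far from their group were WT stroma 1 for the inflammatory response list (a mean log2 value of 5.32), WT stroma 3 for the mesenchymal and endothelial list (5.97) and for Il2rg (a count of 73.1), WT stroma 2 for Il15 (120.3), IL-6 KO stroma 1 for Mapk3 (570.5), WT tumor 3 for the IL-6/STAT3 target list (8.15) and the heme metabolism list (8.22), IL-6 KO tumor 3 for the mature neutrophil list (6.38) and the neutrophil precursor list (8.45), WT tumor 1 for the T and NK list (6.42) and IL-6 KO tumor 1 for Pdcd1 (82). No technical or biological explanation was tested for these values.

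In tumor, 8 genes that the paper does not discuss were at 0 in every library of one genotype and at 50 or more in every library of the other. Only 1 of the 35 splits of the libraries, the real one, gave as many, and the largest other split gave 2. All 8 genes had a near-identical copy, against 82 of 500 other genes of that level (16.4%, Fisher's exact test, p = 7.45e-07) and 202 of 250 pseudogenes (80.8%, p = 0.358). Reads assigned to one or the other of several near-identical copies may account for these values, though pseudogenes as a class have such copies about as often. The sums of each gene and its copies in IL-6 KO tumor were between 46.4% and 130% of WT. A quantification of the WT and IL-6 KO libraries in separate runs or against different indexes could also give zeros in all 4 libraries of a genotype and could bear on the count of changed genes in tumor. It follows the genotype and was not tested. A difference between the genotypes in these genes themselves stays open as well. For Gm10146, Gm10698, Gm28439, Gm3219 and Gm8203 these values cannot show one. Each was 100% identical to a copy over its whole length, so no read tells it from that copy.

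In stroma, Gm11336, which the paper does not discuss, averaged 1418 in WT and was at most 10.3 in IL-6 KO libraries. This is the 1 changed gene in stroma, and 7 of the 35 splits gave as many changed genes (2 at most). With the correction for GC content, 2 of the 35 splits gave as many as the real one. For Gm11336, tumor cells in the stroma fraction are argued against by the tumor libraries themselves. Its highest count there, 443, is 47.8 on the scale of the stroma table, where WT stroma had at least 1105. For the other stroma results a difference in tumor cells stays open. The B lineage list was lower in IL-6 KO stroma (a mean log2 value of 6.49 ± 0.34 against 6.14 ± 0.28, SD, n = 4, 17 of 23 genes lower), with an NES of -1.51 (adjusted p = 0.0769) that was -1.72 (adjusted p = 0.0241) with the correction for GC content, while its mean, with 4 libraries per genotype, did not decide (exact permutation test, p = 0.171). The sex of the mice stays open. The mean of 4 Y-linked genes did not separate the genotypes (exact permutation test, p = 0.514), but the injected cells are male, so that these genes do not decide it, and Xist was not analysed here. Strain sequence flanking Il6 stays open. Of the genes within 20 Mb, 8.67% had an unadjusted p under 0.05, against 9.16% of the rest (Fisher's exact test, p = 1), and none of 173 an adjusted one. The share gives no sign of a change in many of these genes. A change in a few would not show in it, and the test recovered only 19.5% of simulated 4-fold changes in stroma. Gm11336 itself lies on another chromosome. Reads shared with its 11 copies in the table cannot be told apart from a change in the gene, since Gm11336 and its copies together stood at 56.1% of WT, which is the sum of whatever moved among them.

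All 13 mitochondrial mRNAs, which the paper does not discuss, were lower in IL-6 KO tumor at an adjusted p under 0.05, with a median log2 fold change of -1.40. They are poor in GC, but 637 nuclear coding genes of the same GC content had a median log2 fold change of -0.21, and 11 of the 13 mRNAs kept an adjusted p under 0.05 with the correction for GC content, which argues against GC content as the whole cause. The correction lowered the size of their median change to -0.75, so GC content may account for part of it. In stroma the median was -1.72 (-1.25 with the correction), with none past an adjusted p of 0.05 and 8 with an unadjusted p under 0.05. The mitochondrial share was lower in all 8 IL-6 KO libraries than in every WT library of their compartment, and Rn7s1 was higher in 7 of the 8. This share is a percent of all counts, so genes that take most of them lower it. In IL-6 KO stroma 4 the share was 0.416%, with 61.5% of the counts on CT010467.1. For that library the share therefore does not show fewer mitochondrial counts. A library batch and the genotype cannot be told apart here, because no batch is given in the labels. The lower share follows the genotype in both compartments, but in IL-6 KO stroma 4 it may come from CT010467.1 alone. A biological effect of the genotype stays open and was not tested.

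The mature neutrophil list, which the paper does not discuss for tumor, had an NES of 2.45 (adjusted p = 3.54e-07, fry adjusted p = 0.00407), with 23 of 23 genes higher in IL-6 KO tumor and 4 of 4 libraries above every WT library. Its most abundant genes in tumor were Ltf, with a mean of 1208 in WT and 3413 in IL-6 KO tumor, and S100a9, with 1061 and 2767. The neutrophil precursor list was higher as well (NES 2.44, fry adjusted p = 0.00407, 18 of 20 genes). Over the splits, 18 of 35 gave as many cell type lists past the threshold, so that the number of lists alone says little. The NES of the other 8 cell type lists in tumor was between -1.32 and 1.48, and none passed. Unsorted marrow cells in the tumor fraction are argued against by the erythroid genes. From the rise of the mature neutrophil genes and their ratio in IL-6 KO stroma, the summed erythroid genes would rise by 53510, and they rose by 651, from 16854 ± 1106 to 17505 ± 1664 (SD, n = 4). Most of this sum lay on Tfrc (8164 and 9189) and Car2 (4571 and 3796), which other cells may express too, and Hba-a1, the most abundant of the list in stroma, went from 545 to 771. Neutrophils sorted with the tumor cells without red cells, or a change in the tumor cells, stay open and were not tested.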

How the results depend on the processing

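The design, the lists and the alternatives were set before the data were examined, apart from the correction for GC content and transcript length, the distances without Rn7s1 or without Rn7s1 and CT010467.1, and the lists without the neutrophil and erythroid genes, which were chosen after the values were seen. Tests by edgeR and DESeq2 were not run, because the deposited values are not whole reads. For the results that changed, the cause was not tested unless a test in the other parts names it.

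The count of changed genes in stroma was 1 with pseudocounts of 0.5 and 5, all genes with a value, quantile normalization, centring on the median and the replicate block. It was 0 among the genes with a normalized count over 10 in every library (868 at an unadjusted p under 0.05), where Gm11336 is not tested because it falls below that count in IL-6 KO stroma, 4 with array weights and 2 with the correction for GC content, and Gm11336 was among the genes in the last 2 fits. It went from 1 to 3 across the 8 fits that each left out one library, with 3 genes without WT stroma 3, IL-6 KO stroma 3 or IL-6 KO stroma 4 and 2 without IL-6 KO stroma 1. In tumor the count was between 2531 and 2899 with other pseudocounts, filters and scalings, 4153 with array weights, 2230 with the replicate block and 1780 with the correction for GC content, of which 1333 were among the 2870 genes. Leaving out one library gave from 1569 to 3327 genes, the lowest without IL-6 KO tumor 4 and the highest without IL-6 KO tumor 2. The share of higher genes among the changed ones in tumor was 53.7% and stayed between 52.3% and 56.7% over these settings.

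Libraries of the same number were not paired by the values. The correlation of their deviations from the group means was 0.096, 0.048, -0.029 and 0.126 in stroma and between -0.019 and 0 in tumor. With the replicate number as a block, 6 pathway lists in stroma and 4 in tumor passed, the number without the block, and of the named genes only Csf2rb in tumor lost its call.

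In stroma, the correction for GC content left the E2F targets at an NES of -1.39 (adjusted p = 0.0852) and brought the monocyte and macrophage (1.65), B lineage (-1.72) and dendritic (-1.78) lists below an adjusted p of 0.05. In tumor it did so for the dendritic list (-1.97). With fry, the lists called by fgsea had p-values of 0.349 (IL-6/STAT3 targets), 0.383 (TNF targets), 0.0850 (interferon-alpha response), 0.429 (E2F targets), 0.0602 (G2M checkpoint) and 0.164 (heme metabolism), and no adjusted p under 0.05. With camera the E2F targets had a p of 0.0839. On the authors' Wald statistic, hypoxia (NES 1.51, adjusted p = 0.0254) and IL-2/STAT5 targets (NES 1.46, adjusted p = 0.0298) passed and E2F targets (NES -1.36, adjusted p = 0.0501) did not. Leaving out one library moved the NES from -2.00 to -1.01 for E2F targets, 1.08 to 2.10 for hypoxia, 1.00 to 1.68 for IL-2/STAT5 targets, 0.850 to 1.74 for IL-6 pathway components, 1.35 to 2.52 for IL-6/STAT3 targets, -1.06 to 1.51 for inflammatory response and 1.12 to 2.50 for TNF targets. Without IL-6 KO stroma 3 all 10 lists passed, and without IL-6 KO stroma 4 only 4 did. For cell type lists it moved the NES in stroma from -1.91 to -1.23 for B lineage, -1.77 to -1.14 for dendritic, 1.29 to 1.62 for megakaryocyte, -1.36 to 0.552 for mesenchymal and endothelial, 0.835 to 1.92 for monocyte macrophage, 0.942 to 1.98 for neutrophil precursor and -1.19 to 0.937 for T and NK.

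In tumor, quantile normalization left hypoxia at an NES of 1.33 (adjusted p = 0.190) and E2F targets at 1.13 (adjusted p = 0.320) and turned the G2M checkpoint to -1.08. The correction for GC content left IL-6/STAT3 targets at 1.37 and hypoxia at 1.43, raised the G2M checkpoint to 1.95 (adjusted p = 3.35e-04), and turned the IL-6 pathway components to -0.917, the TNF targets to -0.804 and the inflammatory response to -0.880, none of the last 3 with an adjusted p under 0.05. Without the neutrophil and erythroid genes, the IL-6/STAT3 targets had an NES of 1.40 and hypoxia of 1.51 (adjusted p = 0.0724). Under camera the p-values were 0.0364 for hypoxia and 0.0346 for E2F targets (adjusted p = 0.0909 for both) and 0.604 for heme metabolism, whose direction turned. Under fry they were 0.0699 for the interferon-alpha response, 0.0172 for E2F targets (adjusted p = 0.0574) and 0.802 for heme metabolism, whose direction also turned. Leaving out one library moved the NES from 1.43 to 1.78 for E2F targets, -0.838 to 0.814 for heme metabolism, 1.40 to 1.59 for hypoxia, 1.46 to 2.03 for IL-6/STAT3 targets, -2.32 to -1.6 for interferon-alpha response and 0.806 to 1.51 for TNF targets. Without IL-6 KO tumor 2 only 1 of the 10 lists passed. For cell type lists in tumor it moved the NES from -1.16 to 0.922 for B lineage, 1.35 to 1.64 for basophil mast eosinophil, -0.954 to 1.05 for erythroid and 1.2 to 2.20 for monocyte macrophage.

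The stroma distance ratio of 2.19 fell to 1.04 on the log2 scale, 1.03 on the log2 scale over genes with a mean over 10, 1.01 without Rn7s1 (exact permutation test, p = 0.314) and 1.00 without Rn7s1 and CT010467.1 (exact permutation test, p = 0.400), and was 1.10 without the 20 genes with the largest mean, where it stayed the largest of the 35 splits (exact permutation test, p = 0.0286). It went from 1.75 to 6.78 with one library left out, the highest without IL-6 KO stroma 4, and its exact permutation p rose above 0.05 without any one of the WT libraries. The tumor ratio of 1.54 stayed the largest of the 35 splits in the settings with all libraries, between 1.26 and 1.85, and went from 1.31 to 1.77 with one library left out, with an exact permutation p above 0.05 in 6 of the 8 fits. With 3 libraries against 4, there are also 35 splits, so the smallest p stays 0.0286.

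For the distances between genotype means over a list, leaving out the gene with the largest mean brought the IL-6/STAT3 targets in stroma (3171) and in tumor (5003) and the TNF targets in tumor (2038) to an exact permutation p of 0.0286, and took the G2M checkpoint in stroma (4065) and hypoxia in tumor (9389) above 0.05. On the log2 scale, the IL-6/STAT3 targets (5.50) and IL-2/STAT5 targets (4.13) in tumor fell to 0.0286, and the G2M checkpoint in stroma (6.42) and heme metabolism in tumor (4.69) rose above 0.05. With one library left out, the distances ran from 2497 to 3305 for E2F targets in stroma, 9170 to 12358 for G2M checkpoint in stroma, 16607 to 25863 for hypoxia in tumor, 2549 to 3308 for IL-2/STAT5 targets in stroma, 1248 to 2603 for IL-6 pathway components in stroma, 3024 to 4247 for IL-6/STAT3 targets in stroma, 6387 to 10214 for IL-6/STAT3 targets in tumor, 979 to 1448 for inflammatory response in stroma, 1664 to 2237 for inflammatory response in tumor, 1896 to 2914 for TNF-alpha/NF-kB targets in stroma and 1873 to 2391 for TNF-alpha/NF-kB targets in tumor. The share of genes changed near Il6 kept its side of the threshold with windows of 5 and 40 Mb.

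Among named genes, the direction turned in at least one fit that left out a library for Cd274 in stroma (log2 fold change from -0.36 to 0.10), Il15 in stroma (from -1.20 to 0.18), Il6st in stroma (from -1.07 to 0.13), Vegfa in stroma (from -0.0243 to 0.581), Vegfa in tumor (from -0.367 to 0.0271) and Mapk3 in tumor (from -0.0875 to 0.0461). None of these genes had an adjusted p under 0.05 with all libraries. Of 590 values of named genes over all settings, 18 lost an adjusted p under 0.05, 4 gained one and 10 changed direction, and 17, 4 and 10 of these were in fits that left out one library.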

Differences from the paper's values

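The paper's values below were read by eye from Supplementary Fig. 4b, and the lists used here are not the Hallmark sets. As the error of each NES, the jackknife standard error over the 8 fits that left out one library was used. It covers the spread between libraries, and not the use of other lists or the reading of a figure by eye. For the interferon-alpha response in stroma, the NES was -2.16 (error 0.581) against about -1.5 in Supplementary Fig. 4b. Of the alternatives set before the data were examined, all genes with any value (-2.02) and the fits without WT stroma 3 (-1.77), WT stroma 4 (-2.00), IL-6 KO stroma 1 (-1.97) or IL-6 KO stroma 3 (-1.92) were within that error, and the others were not. For the G2M checkpoint, the NES was -2.61 (error 0.425) against about -1.9 in Supplementary Fig. 4b. Only the fit without IL-6 KO stroma 4 (-2.3) was within that error. On the authors' deposited Wald statistic the NES was -2.17 for the interferon-alpha response and -2.61 for the G2M checkpoint. This argues against limma's statistic as the cause of either gap, while the use of other lists stays open.

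The paper's figure lists hypoxia and IL-2/STAT5 signaling among the sets gained in IL-6 KO stroma. Here the hypoxia list had an NES of 1.28 (adjusted p = 0.114) and the IL-2/STAT5 list 1.39 (adjusted p = 0.0590). Both passed an adjusted p of 0.05 on the authors' Wald statistic, an alternative set before the data were examined, and in the fits without WT stroma 3, WT stroma 4 or IL-6 KO stroma 3. Hypoxia also passed without IL-6 KO stroma 2, and the IL-2/STAT5 list without WT stroma 2 or IL-6 KO stroma 1.

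The paper did not observe significant differences in gene expression downstream of STAT3 in leukemic cells of WT and IL-6 KO mice. Here the IL-6/STAT3 target list had an NES of 1.87 in tumor (adjusted p = 0.00259), and 6 of the 35 splits of the tumor libraries gave one as large. The list did not pass with the correction for GC content (1.37) or without the neutrophil and erythroid genes (1.40), both chosen after seeing the values, or without IL-6 KO tumor 2 (1.46).

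The paper writes that the signature in stroma seems to include higher expression of pathway components or recognized targets of IL-6. Here the component list had an NES of 1.00 (adjusted p = 0.443) and passed only without IL-6 KO stroma 3 (1.74), while the target list passed (NES 1.99). The component list also holds receptor genes of other cytokines, so its NES does not speak to IL-6 components alone. The target list did not pass under fry (adjusted p = 0.536) or without WT stroma 1 (1.35). Of the 35 splits of the stroma libraries, 12 gave the target list an NES as large, and 20 gave it an adjusted p under 0.05.

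The paper states that the most variance between the genotypes pertained to stroma. Here 1 gene differed in stroma and 2870 in tumor. The authors' deposited results likewise hold fewer genes in stroma (133) than in tumor (3949). Such counts are not a measure of variance and depend on the spread within the genotypes. The test recovered 19.5% of simulated 4-fold changes in stroma and 87.0% in tumor. The counts therefore do not show in which compartment the genotypes differ more. The paper's figure gives Euclidean distances. Here those between the genotypes were 26858376 in stroma and 4711019 in tumor on normalized counts and 212 and 128 on the log2 scale, but 73376 and 191639 without the 20 genes with the largest mean and 1921839 and 4450926 without Rn7s1 and CT010467.1 (the last chosen after seeing the values). As the tables are on different scales, these distances do not show in which compartment the genotypes differ more. The distances over lists divided by the median normalized count of each table were larger in stroma, apart from hypoxia. The distances between libraries of the same genotype were also larger in stroma with all genes (12269899 against 3053288, and 204 against 102 on the log2 scale). The ratio of the distances between and within genotypes, which the paper does not report, was larger in stroma (2.19) than in tumor (1.54) on normalized counts. It was smaller in stroma on the log2 scale (1.04 against 1.26), without the 20 genes with the largest mean (1.10 against 1.85, each the largest of the 35 splits), both set before the data were examined, and without Rn7s1 (1.01 against 1.47), chosen after seeing the values.

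The heat map of Supplementary Fig. 4c shows about 6 stroma libraries, read by eye, where 8 were used here.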

Other observations

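Of the tests in this part, that of the changed genes in tumor over other splits was set before its result was seen, and the rest were chosen after.

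Only 1 of the 35 splits of the tumor libraries, the real one, gave as many as 2870 changed genes, and the largest other split gave 4. The log2 fold changes in tumor rose with the GC content of the genes (Spearman correlation 0.423 across genes, which are not independent replicates), and 3 of the 35 splits gave a correlation as strong, with 0.468 at most. After each library's trend with GC content and transcript length was removed, 1780 genes had an adjusted p under 0.05, and 1 of the 35 splits, the real one, gave as many. GC content may account for part of the changes, while the genes left argue against it as the whole cause. A difference between library batches or quantification runs that follows the genotype was not tested, since the labels give none, and a biological effect of the genotype stays open.

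In stroma, 17 of the 35 splits gave as many pathway lists past an adjusted p of 0.05 as the 6 of the real split, and 19 gave as many cell type lists as its 2. In tumor, 14 of the 35 splits gave as many pathway lists as the 4 of the real split. A list count of this size is therefore common when libraries are split without regard to genotype.

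A shift in cell composition was tested for the stroma lists. Without the genes of the neutrophil and erythroid lists, all 6 lists called kept an adjusted p under 0.05, so the lists do not rest on those marker genes alone. This does not decide on composition, since other genes follow it too. With a composition score (the mean of the neutrophil lists minus that of the erythroid list, which differed by 1.28 on the log2 scale between genotypes, exact permutation test, p = 0.200) in the fit, the IL-6/STAT3 targets, TNF targets, E2F targets and heme metabolism were no longer called, with a smallest adjusted p of 0.339 and, for the IL-6/STAT3 targets, an NES of -0.808. A shift in composition may account for these 4 lists. The interferon-alpha response kept an NES of -2.35 (adjusted p = 5.33e-08), which argues against a shift between neutrophils and erythroid cells as its cause. Shifts in other cells stay open for it, since the dendritic list was lower in IL-6 KO stroma as well (NES -1.61, adjusted p = 0.0769, and -1.78 with the correction for GC content). The G2M checkpoint fell in size from an NES of -2.61 to -1.63 (adjusted p = 0.0258), and the fit put -0.305 of its difference of -0.504 on composition, so that composition may account for much of it. The inflammatory response turned lower (NES -1.52, adjusted p = 0.0301). The score ranged more widely within IL-6 KO stroma (-5.50 to -1.77) than between the genotypes, and 1 covariate with 8 libraries leaves the size of its effect uncertain. A response of the stroma to the loss of IL-6 stays open for all of these lists.

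For the IL-6/STAT3 targets in tumor, neutrophil RNA in the tumor fraction may account for part of the change. Without the 8 genes of the neutrophil and erythroid lists the NES was 1.40, and none of 100 random draws that left out as many genes gave an NES as low, with 1.53 at the lowest. The draws were not matched for rank, and the genes left out include Lcn2 and S100a9, which are among those with the list's smallest p. The lower NES therefore does not by itself point to neutrophil RNA. With the composition score in the tumor fit, the NES of the list was 1.38 (adjusted p = 0.203). For its 45 genes outside the neutrophil and erythroid lists, that fit put 0.0919 of a log2 difference of 0.242 on composition. With 1 covariate and 8 libraries this split is uncertain. The score subtracts the erythroid list, so it does not follow neutrophil RNA alone. WT tumor 3 had a higher score than IL-6 KO tumor 3 (0.42 and -0.28) with a lower mean of the mature neutrophil list (5.42 and 6.38). The split is therefore no estimate of the share of neutrophil RNA. The correction for GC content also lowered the NES of the list (1.37), so GC content may contribute. Which of these acts was not separated, and a response of the tumor cells themselves stays open.

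The ratio of distances in stroma may rest on a few genes that take most of the counts, since it was 1.01 without Rn7s1, with 11 of the 35 splits as large, and 1.00 without Rn7s1 and CT010467.1, with 14 of the 35. Without the 20 genes with the largest mean it was 1.10, and no other split was as large, so a smaller difference between the genotypes in the other genes stays open.

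For genes behind proteins that the paper measured in other experiments, the untreated libraries gave these values. Il6ra in tumor had a normalized count of 430.2 ± 56.6 (SD, n = 4) in WT and 674 ± 36.3 (SD, n = 4) in IL-6 KO mice, a log2 fold change of 0.65 (limma adjusted p = 0.00545). Cd274, which encodes PD-L1, had log2 fold changes of -0.16 in stroma (limma adjusted p = 0.951) and 0.22 in tumor (limma adjusted p = 0.387). Calr had -0.36 in stroma (limma adjusted p = 0.723) and 0.37 in tumor (limma adjusted p = 0.0164). Hmgb1 had -0.60 in stroma (limma adjusted p = 0.579) and -0.45 in tumor (limma adjusted p = 0.00214), and near-identical copies in the table could share its reads. In tumor, Grb2 (-0.44), Ptpn11 (0.38), Tyk2 (0.30) and Pim1 (0.53) also had an adjusted p under 0.05. Tyk2 and Pim1 lost it in 5 of the 8 fits that left out one library and Calr in 3 (the lowest log2 fold change of Calr was 0.34, without WT tumor 3). Without WT tumor 2 the log2 fold change of Cd274 in tumor was 0.10, and without IL-6 KO stroma 3 that in stroma changed sign (0.10).

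Within 20 Mb of Il6, 38 of 204 genes had an adjusted p under 0.05 in tumor, against 2832 of 14289 of the rest (Fisher's exact test, p = 0.724). The same B-ALL cells were injected into both genotypes. This comparison is therefore a control and does not speak to the host's sequence near Il6.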
